# Trap-TRAP, a Versatile Tool for Tissue-Specific Translatomics in Zebrafish

**DOI:** 10.3389/fcell.2021.817191

**Published:** 2022-01-31

**Authors:** Jorge Corbacho, Estefanía Sanabria-Reinoso, Lorena Buono, Ana Fernández-Miñan, Juan R. Martínez-Morales

**Keywords:** enhancer-trap, Gal4/UAS, zebrafish, TRAP, translatome

## Abstract

Developmental and physiological processes depend on the transcriptional and translational activity of heterogeneous cell populations. A main challenge in gene expression studies is dealing with this intrinsic complexity while keeping sequencing efficiency. Translating ribosome affinity purification (TRAP) methods have allowed cell-specific recovery of polyribosome-associated RNAs by genetic tagging of ribosomes in selected cell populations. Here we combined the TRAP approach with adapted enhancer trap methods (trap-TRAP) to systematically generate zebrafish transgenic lines suitable for tissue-specific translatome interrogation. Through the random integration of a GFP-tagged version of the large subunit ribosomal protein L10a (EGFP-Rpl10a), we have generated stable lines driving expression in a variety of tissues, including the retina, skeletal muscle, lateral line primordia, rhombomeres, or jaws. To increase the range of applications, a *UAS:TRAP* transgenic line compatible with available Gal4 lines was also generated and tested. The resulting collection of lines and applications constitutes a resource for the zebrafish community in developmental genetics, organ physiology and disease modelling.

## Introduction

The precise combination of repressed and activated genes determines the identity and transcriptional state of the cells, and thus controls their shape, mechanical properties, physiology, pathology, and survival. Genome-wide analysis of the transcriptome in different tissues provides very helpful information on the cells’ state through time. The emergence of Next Generation Sequencing (NGS) technologies allowed generating large volumes of sequencing data per run, offering whole-genome coverage at reduced costs. Among the numerous NGS applications, RNA-seq has become a method of choice in transcriptomics due to its high reproducibility, unbiased detection, single nucleotide resolution and quantitative estimation over a large dynamic range of gene expression (Wang et al., 2009). Despite its numerous advantages, RNA-seq analytical power is significantly diminished when complex tissues, such as the brain, are examined. Using an “en masse” approach, gene expression profiles cannot be assigned to any specific cell type, but reflect averaged gene expression across the entire tissue. Many of these disadvantages have been overcome by single-cell RNA sequencing (scRNA-seq) technologies, which permit the characterization of heterogeneous cell populations, making possible to detect the signature of rare cell types or transient cellular states (Chen et al., 2019). However, due to the low amount of starting material, scRNA-seq methods have their own technical limitations such as loss of spatial information, low capture efficiency, and frequent dropout events (Kulkarni et al., 2019). In consequence, only a fraction of the transcriptome of each cell can be detected by scRNA-seq, and the technical noise is higher than in bulk RNA-seq (Kolodziejczyk et al., 2015). Therefore, the in-depth transcriptomic characterization of a given cell type still depends on our ability to isolate them either through micro-dissection or using fluorescence-activated cell sorting (FACS) protocols.

Unfortunately, severe dissociation procedures such as those required before FACS, may distort gene expression inducing a cellular response to stress (Richardson et al., 2015; O'Flanagan et al., 2019). As an alternative to flow cytometry, a number of approaches have been developed to directly label RNA, such as TU-tagging (Miller et al., 2009), or RNA-binding proteins (Roy et al., 2002; Heiman et al., 2008). Among them, the translating ribosome affinity purification (TRAP) technology stands out due to its low toxicity and its suitability in both, vertebrates and *Drosophila* (Doyle et al., 2008; Heiman et al., 2008; Thomas et al., 2012; Bertin et al., 2015). This method is based on cell-type specific ribosome tagging, by expressing a GFP-tagged version of the large subunit ribosomal protein L10a (EGFP-Rpl10a) under the control of a tissue-specific promoter of choice. Then, labelled polyribosomes can be affinity purified to specifically pull-down associated mRNAs, which are a precise representation of translated genes in the cell population of interest. The TRAP methodology provides important advantages, as it does not require tissue fixation or dissociation and the cells of interest are marked, which facilitates in parallel imaging studies. Moreover, analysing the translating mRNA pool provides a closer representation of the protein content than the examination of the whole mRNA profile (Heiman et al., 2008; Heiman et al., 2014).

In zebrafish, different laboratories have successfully implemented the TRAP approach using tissue-specific drivers. They include the promoters of the genes *tyrp1* for melanocytes (Tryon et al., 2013), *cmlc2* for cardiomyocytes (Fang et al., 2013), *actc1b* for skeletal myocytes (Housley et al., 2014), or *lyz* for neutrophils (Houseright et al., 2020). One of the main disadvantages of the TRAP methodology is precisely the need to create a customized transgenic line for each cell type to be analysed. This is a laborious and technically challenging procedure that may discourage many zebrafish laboratories; particularly when no suitable drivers are available for the population of interest.

To overcome some of these limitations, we have developed a strategy combining the TRAP technology with a traditional enhancer trap approach: here referred as *trap-TRAP*. Enhancer trap methodologies allow the random genomic insertion of a reporter gene to capture the activity of nearby cis-regulatory elements (O'Kane and Gehring, 1987). In zebrafish, the adaptation of transposons, in particular that of the medaka element Tol2, has greatly improved the efficiency of enhancer trap approaches, allowing the generation of collections of stable enhancer trap lines (Kawakami et al., 2000; Kawakami, 2005; Korzh, 2007). Using our *trap-TRAP* approach, which takes advantage of the Tol2 system to generate random insertions of an *eGFP-rpl10a* cassette, we have isolated 33 tissue specific lines in a pilot screen. Furthermore, by placing the eGFP-rpl10a fusion under the control of the UAS element, we have also combined the TRAP technique with the Gal4/UAS transcriptional activation system (Scheer and Campos-Ortega, 1999). This allows expanding the applicability of the TRAP method to the entire collection of Gal4 drivers available in zebrafish (Scott et al., 2007; Asakawa and Kawakami, 2009). Taken together, our approaches allow the systematic generation of transgenic lines for efficient tissue-specific translatome interrogation in zebrafish.

## Materials and Methods

### Fish Maintenance

The zebrafish (*Danio rerio*) AB/Tübingen (AB/TU) wild-type strain, and the transgenic line *Tg[Rx3:Gal4:UAS:RFP]* (Weiss et al., 2012) were maintained under standard conditions at 28°C. Embryos and larvae were kept in E3 medium (5 mM NaCl, 0.17 mM KCl, 0.33 mM CaCl2, 0.33 mM MgSO4) supplemented with Methylene Blue (Sigma) at 28°C and staged according to somite number and morphology (Kimmel et al., 1995). Animal experiments were carried out according to ethical regulations. Experimental protocols have been approved by the Animal Experimentation Ethics Committees at the Pablo de Olavide University and CSIC (license number 02/04/2018/041).

### TRAP Vectors Construction

To develop the different approaches carried out in this work, two different constructs were built, based on the *Tol2* transposition system (Kawakami et al., 2004): *Tol2_trap:TRAP* and *Tol2_UAS:TRAP*. Both constructs were obtained through modifications of the Tol2-zTRAP plasmid, which contains the eGFP-rpl10a fusion gene flanked by Tol2 sites (Tryon et al., 2013). The *Tol2_trap:TRAP* construct was generated by inserting the *gata2p* minimal promoter from the ZED vector (Bessa et al., 2009) into the *Tol2-zTRAP* multiple cloning site using *SalI* and *BamHI* restriction enzymes. The *Tol2_UAS:TRAP* plasmid was built by inserting the UAS fragment from the Tol2kit p5E_UAS plasmid (Kwan et al., 2007) into the *Tol2-zTRAP* multiple cloning site using *BamHI* and *NheI*. To obtain the *Tol2_Vsx2.2:TRAP* plasmid, a 5 Kb region of the *vsx2.2* promoter (Nicolas-Perez et al., 2016) was also introduced in the *Tol2-zTRAP* multiple cloning site using *NheI*.

### Translating Ribosome Affinity Purification, Sequencing and Data Analysis

The polyribosome-attached RNA isolation was performed as previously described (Heiman et al., 2008) with some modifications. As starting material, *300 Tg(vsx2:TRAP)* positive zebrafish embryos were selected at 22 hpf. Immunoprecipitation was performed using Dynabeads protein G (Invitrogen) and anti-GFP monoclonal antibodies 19C8 and 19F7 (Heiman et al., 2008). Finally, RNA was purified using the Arcturus Picopure RNA isolation kit (Thermo Fisher) and the final yield was determined by Qubit 4 fluorometer. Three independent libraries were prepared from the RNA sample and sequenced with an Illumina HiSeq 2500 (2 × 125 cycles). At least 33 M reads were obtained for each library. Quality of reads was assessed by FastQC (v.0.72) and sequences corresponding to rRNA were removed using sortmerna-2.1. The remaining reads were aligned through Hisat2 (v.2.2.1) to the Danio rerio GRCz11 genome assembly. Counts were obtained using featureCounts (v.2.0.1). Finally, mRNA abundance was calculated in Reads Per Kilo base per Million mapped reads (RPKM) allowing the comparison among different samples. For the comparative expression analysis between whole-embryo (GEO accession number: GSM4521281) and *vsx2:TRAP* transcripts, we examined RPKM values for a list of transcription factor (TF) encoding genes that have been shown as enriched at the neural retina domain vs the RPE in cell populations isolated by FACS (Buono et al., 2021). To reduce noise, we included in our analysis only those genes with a RPKM value above 5 (89 TFs).

### Transgenic Lines Generation

The different transgenic lines were generated on the (AB/TU) background by microinjection of each vector (*Tol2_Vsx2.2:TRAP*, *Tol2_trap:TRAP* or *Tol2_UAS:TRAP*) into one-cell stage embryos. Following the Tol2 transposon/transposase transgenesis method (Kawakami et al., 2000), 100–200 pg of the plasmid were injected together with 100–200 pg of the *Tol2* transposase mRNA.

#### Trap-TRAP Lines

Embryos microinjected with the *Tol2_Trap:TRAP* construct were examined at 24 hpf and those showing any type of fluorescence were raised. When the selected fish reached adulthood, they were outcrossed with wild-type animals, and their progeny was examined at 24, 48, and 72 h post-fertilization (hpf) in order to identify and characterize the different *eGFP:rpl10a* expression patterns. Positive transgenic fish were considered as founders, and their progenies were raised to expand the different lines. In some cases, embryos from the same parental fish display different expression patterns, as a result of multiple integrations. In these cases, the different expression patterns were isolated through outcrossing and each different embryo was raised as an independent line. The integrity of the *eGFP:rpl10a* cassette at the landing loci was assessed by PCR using the specific primers TrapS_fwd: 5′-CAT​GTC​GAC​AAG​TGT​CCG, and TrapS_rev: 5′-TGC​ATT​CTA​GTT​GTG​GTT​TGT​CC).

#### UAS:TRAP Lines

Embryos microinjected with the *Tol2_UAS:TRAP* construct were also screened once they reached adulthood. To test the construct insertion and its functionality, microinjected fish were crossed with *Tg[Rx3:Gal4]* fish. To assess the expression pattern resulting from this cross, *Tg[Rx3:Gal4;UAS:TRAP]* embryos were compared with reference embryos from the *Tg[Rx3:Gal4;UAS:RFP]* line (Weiss et al., 2012).

### Imaging

The *eGFP:rpl10a* expression pattern displayed by the embryos of each trap-TRAP line was examined and photographed using an Olympus fluorescence micro stereoscope equipped with a camera Nikon. Pictures were taken at 24, 40, 48, and 72 hpf. To prevent embryo pigmentation and facilitate the analysis of their expression pattern, E3 medium was supplemented with 0.2 mM 1-phenyl-2-thiourea (PTU). In the case of the *UAS:TRAP* and the different Gal4 strains crosses, pictures of the progeny were taken at 24 h post fertilization. In all cases, the embryos were dechorionated with forceps if needed and mounted in 2% methylcellulose.

### Identification of Tol2_Trap:TRAP Integration Sites

From each analysed line (TT15, TT21, TT37, and TT42), genomic DNA was isolated from 5 individual 72 hpf zebrafish embryos using Chelex 100 sodium form (Sigma Aldrich). Briefly, embryos were incubated in 45 µl of Chelex 5% together with 5 µl of proteinase K (10 mg/ml) for a minimum of 2 h. Afterwards, proteinase K was heat-inactivated (95°C, 10 min). To prepare PCR templates, 5 µl (approximately 250 ng) of the extracted DNA was first digested using the restriction enzyme DpnII (NEB), diluted to 100 µl and ligated with T4 ligase (NEB). The resultant ligation was used as a template for inverse PCRs. Two different nested PCRs were performed to amplify the junction fragments containing both Tol2 ends and their adjacent genomic DNA. The first PCR product was diluted to 200 µl with ddH2O before the second PCR. The primers and PCR programs used were described in a previous study (Bessa et al., 2014). The common band amplified from the five embryos was purified and cloned in TOPO (Invitrogen, pCR8/GW/TOPO TA cloning KIT). The resulting clones were sequenced using the T7 primer and the sequences obtained were subsequently examined to identify the adjacent fragments, which were aligned to the zebrafish genome (GRCz10/danRer10) using the UCSC BLAT Search Genome tool (https://genome.ucsc.edu/cgi-bin/hgBlat) (Supplementary Table S1). The expression profile of nearby genes was then compared them with that of the corresponding line.

### Website

All information on the different trap:TRAP lines was uploaded to the zebrafish TRAP database website: trap-TRAP database: (https://amfermin.wixsite.com/website). Photographs of the different trap:TRAP lines at different developmental stages were included together with their descriptions and the trap:TRAP methodology.

## Results

### Vectors to Increase the Scope of the TRAP Technology in Zebrafish

To expand the range of potential applications of TRAP methods in zebrafish we designed two different Tol2-based vectors (Kawakami et al., 2000). The first, *Tol2_trap:TRAP* (Figure 1A), allows combining translating ribosome affinity purification (TRAP) with a standard enhancer trap approach. To this end, the TRAP cassette (*eGFP-rpl10a*) was fused to the *gata2p* minimal promoter (Bessa et al., 2009). The random integration of this vector in the zebrafish genome allowed capturing the activity of nearby cis-regulatory elements (i.e., enhancers), leading to the expression of *eGFP-rpl10a* in a tissue-specific manner. The second vector, *Tol2_UAS:TRAP* (Figure 1C), was designed to take advantage of the collection of Gal4 lines available in zebrafish (Abe et al., 2011) as drivers for the TRAP cassette. Both vectors were then tested in transgenic assays as described in the following sections.

**FIGURE 1:**
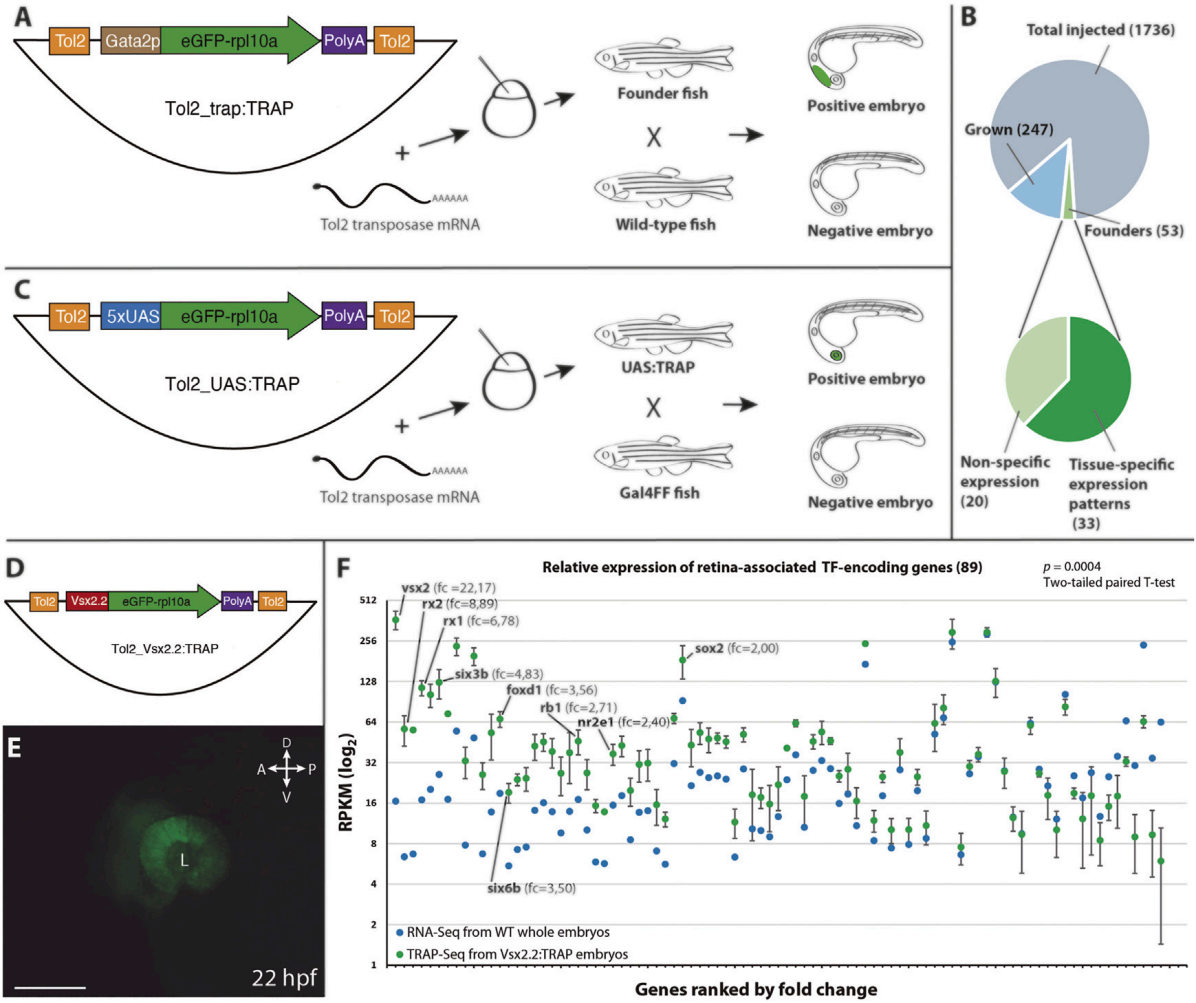
*Vectors and procedures used to expand TRAP approaches in zebrafish.* **(A)**: The *Tol2_trap:TRAP* vector comprises a cassette containing the *eGFP-rpl10a* fusion gene (green) and the gata2p minimal promoter (brown), flanked by Tol2 recognition sequences (orange). This vector was injected together with Tol2 transposase mRNA in one-cell stage zebrafish embryos. Once grown, adult fish were screened for eGFP-rpl10a expression in their progeny. **(B)**: Pie charts showing the efficiency rate of the trap:TRAP approach. **(C)**: The *Tol2_UAS:TRAP* vector comprises a cassette that contains the *eGFP-rpl10a* fusion gene (green) together with the 5xUAS element (blue), flanked by the Tol2 recognition sequences (orange). This vector together with *Tol2 transposase* mRNA were injected together in one-cell stage embryos. Once grown, adult fish were outcrossed with a Gal4 line to identify founders. **(D)**: Schematic representation of the *Tol2_vsx2.2:TRAP* vector used to test the functionality of the *eGFP-rpl10a* cassette (green) under the control of the *vsx2.2* promoter (red). **(E)**: Retina-specific eGFP-rpl10a expression in the line *Tg[vsx2.2:TRAP]* tested in TRAP-seq experiments at 22 hpf. L, lens. Scale bar = 100 µm. **(F)**: Differential expression (RPKM) of retinal TF-encoding genes in affinity-purified transcripts from *vsx2.2:TRAP* embryos at 22 hpf (TRAP-seq, *n* = 3, green), and in 22 hpf whole embryos RNA-seq sample (control, blue). Note the significant expression enrichment of neural retina-associated transcription factors (ranked by fold-change) in the *vsx2.2:TRAP* sample (*p = 0.0004*; two-tailed paired *t*-test). RPKM values corresponding to TFs from the core retinal GRN, as well as their fold change vs the control, are indicated.

To further examine the eGFP-rpl10a reported capacity to efficiently pull-down tissue-specific transcripts in zebrafish (Tryon et al., 2013), we fused this cassette to the neural-retina specific promoter *vsx2.2* (Nicolas-Perez et al., 2016; Buono et al., 2021). The resulting construct *Tol2_vsx2.2:TRAP* was microinjected into one-cell embryos to generate the corresponding zebrafish line *Tg[vsx2.2:TRAP]* (Figures 1D,E). 

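The RNA recovered by TRAP at 22 hpf was led by transcripts of translation factors, a chaperone, chromatin and nucleolar proteins, and non-coding RNAs. The translation elongation factors eef1a1l1 and eef2b reached 13800.4 ± 80.7 and 8272 ± 753 CPM (the count of a gene scaled by the total of its library; mean ± SD, n = 3 libraries), the chaperone HSP90AB1 5835 ± 819 CPM, the chromatin protein hmga1a 4977 ± 471 CPM and the nucleolar protein ncl 4659.7 ± 678 CPM. The non-coding RNA rn7sl1, a part of the signal recognition particle, had 8792 ± 4119 CPM and a 5.8S ribosomal RNA gene had 5768 ± 2811 CPM. The gene ENSDARG00000115021, which has no symbol in the table of gene names used here, had 4194, 30592 and 6781 CPM in libraries 1, 2 and 3. Together with si:dkeyp-3b12.15 and a titin gene, these are the 10 genes with the highest mean CPM, and they took 7.15%, 9.13% and 6.68% of the counts of libraries 1, 2 and 3.
In Tg[vsx2.2:TRAP] embryos the vsx2.2 promoter drives eGFP-rpl10a, a protein of the large ribosomal subunit joined to eGFP, so that anti-GFP antibodies recover the ribosomes of the cells in which the promoter is active, with the mRNAs that these ribosomes carry. The methods describe 3 libraries made from the RNA sample and name no separate embryo collections for them, so the SD over the libraries may measure technical spread only. According to the methods, the authors removed ribosomal RNA sequences, aligned the remaining reads to the GRCz11 assembly with Hisat2 and counted them per gene with featureCounts. The deposited counts cover 32520 genes and add up to 522157, 865134 and 412782 in libraries 1, 2 and 3. The paper's reported depth is at least 33 M reads per library, which is another quantity than the counts assigned to genes; the values here rest on the counts. In these counts 5504 genes had at least 10 counts in every library and 14120 genes had none in any library. A count of 0 cannot be read as absence of expression or as a matter of depth alone. The ribosomal protein gene RPL9 had 0 and RPL26 0.385 CPM, against a median of 1034 CPM over 43 large subunit genes. Biological coefficients of variation were estimated by edgeR with TMM normalization over those 5504 genes, and the common value was 0.241. Without library 2 it was 0.181. RPKM values were computed as counts per kilobase of gene length, scaled by the total of the counts assigned to genes, and each was set beside the paper's RPKM for whole embryos, which comes from 1 library of another series and has no replicate.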

Then, polysomes from 22 hpf *Tg[vsx2.2:TRAP]* embryos were harvested using a standard TRAP protocol, and captured RNA (120 ng) was deep sequenced (see Methods). To assess the retrieval efficiency of specific transcripts in that sample, we focused on the expression of a retina-enriched cluster of TFs (cluster 1), identified in our group in *vsx2.2*-positive retinal cells sorted by FACS at stage 23 hpf (Buono et al., 2021). We compared TFs relative mRNA abundance (RPKM) between affinity purified RNAs from *vsx2.2:TRAP* embryos at 22 hpf (TRAP-seq), and control RNA-seq samples obtained from whole embryos also at 22 hpf (GSM4521281). This analysis revealed a very significant enrichment (*p = 0.0004*; two-tailed paired *t*-test) of neural retina-specific transcription factors in the *vsx2.2:TRAP* sample (Figure 1F). 

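Of the 89 genes of the retina-enriched cluster that the paper kept for an RPKM above 5, 55 had a higher RPKM in each of the 3 TRAP-seq libraries than in the whole-embryo sample, 13 had a lower RPKM in each of them, and 21 lay on different sides in different libraries. The median fold over whole embryo was 1.58, and the medians of the single libraries ran from 1.32 to 1.83 (SD 0.258, n = 3). These values, and those that follow, scale RPKM by the deposited sums of counts. The whole-embryo RPKM keeps the paper's own scale, and its library total is not known here. With the smaller totals behind the paper's own TRAP-seq values, 60 genes were above and 11 below in every library, and the median was 1.72-fold. If the paper scaled its whole-embryo values in the same way, these are the like-for-like values and the main folds are too low. The 9 TFs marked in Figure 1F were above whole embryo in every library, with a median of 3.26-fold. A loose class of other TFs, grouped by name as sequence-specific, also holds the coregulators rbl1, pprc1 and ppargc1b. Its 30 genes had a median of 1.47-fold, with 16 above and 6 below in every library. Among them tfdp1a, a partner of E2F factors, stood at 0.245 ± 0.124-fold (SD, n = 3), the ETS factor gabpa at 0.273 ± 0.131-fold, nfe2l3 at 0.466 ± 0.205-fold and nfya, a subunit of the CCAAT-binding factor, at 0.554 ± 0.129-fold.
A further 40 genes of the list were grouped as general factors, mostly of transcription, chromatin and RNA processing, with the kinetochore gene ndc80 and the translation initiation gene eif3ha also among them; 26 of these were above and 3 below whole embryo in every library, with a median of 1.70-fold. The highest were cnot3b, a subunit of the CCR4-NOT complex, at 7.62 ± 0.315-fold, the elongation factor supt6h at 4.64 ± 1.03-fold, cebpz at 3.95 ± 0.182-fold, supt16h of the FACT complex at 3.92 ± 0.685-fold, phf3 at 3.88-fold (2.62 to 4.64 in the libraries) and smarcc1a of the SWI/SNF complex at 3.71 ± 0.648-fold. The chromatin protein hmgb1a was at 0.247 ± 0.0185-fold. Within this group the fold was higher for longer genes, with a Spearman rho of 0.604 across genes, which are not independent replicates. Across the 30 genes classed as sequence-specific the rho was 0.434. Of the 10 genes that Table S2 lists under clone names, 4 were above and 4 below in every library, and the lowest fold of all 89 genes belonged to ENSDARG00000103316, at 0.0861 ± 0.0667-fold with 24, 9 and 7 counts, and 0.0482-fold without library 1. The median of the 9 marked TFs was higher than that of 99.99% of 10000 random lists of 9 other genes of the table matched on mean level; the marked TFs are the paper's own choice from this table, so this is a description of these libraries. The whole-embryo values come from 1 library, so the folds have no replicate on that side, and no p-value was computed here.

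**Figure D1:**
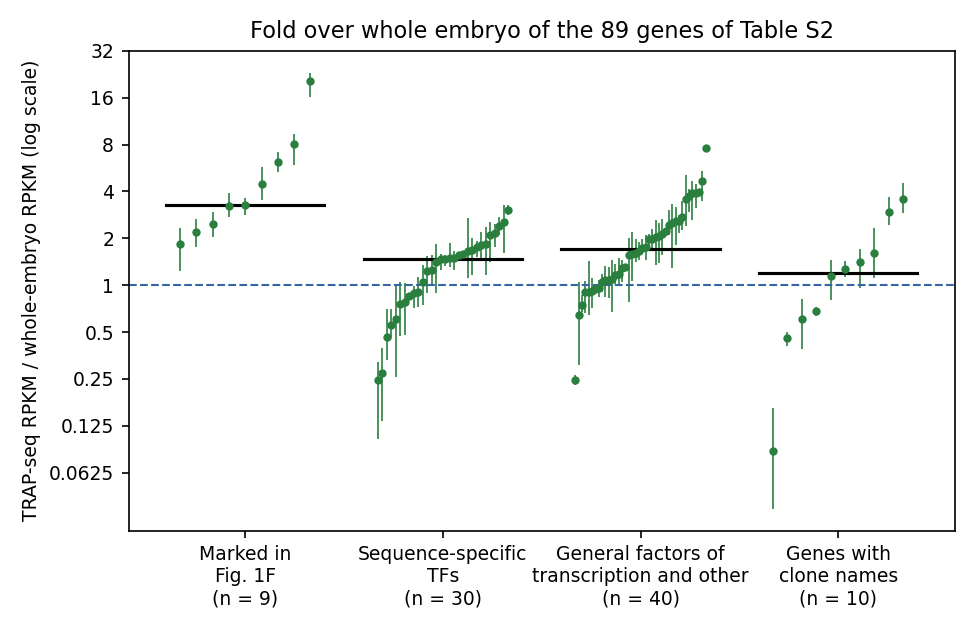
Fold of TRAP-seq RPKM over the paper's whole-embryo RPKM for the 89 genes of Table S2, on a log scale, by class of gene. Points are means of 3 libraries, vertical bars run from the lowest to the highest library, black lines are class medians and the dashed line marks equal values. All 9 genes marked in Fig. 1F lie above the dashed line in every library, and 26 of the 40 general factors do.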

Particularly high RPKM fold changes were observed for genes that belong to the core gene regulatory network of neural retina specification. This was the case for TF encoding-genes such as *vsx2* itself (22.2-fold), *rx2* (8.9-fold), *rx1* (6.8-fold), *six3b* (4.8-fold), *foxd1* (3.5-fold) or *six6b* (3.5-fold) (Figure 1F; Supplementary Table S2). These results confirm the functionality of the eGFP-rpl10a cassette for affinity purification of tissue-specific transcripts.

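The homeobox gene vsx2 (ENSDARG00000005574), a determinant of neural retina identity, reached 337 ± 61.3 RPKM in the TRAP-seq libraries (SD, n = 3) against the paper's 16.6 RPKM in whole embryos, which is 20.4 ± 3.70-fold. Its lowest library, at 16.2-fold, was above the highest library of every other gene of the list. The eye field genes rx2 and rx1 stood at 51.8 ± 12.3 and 105 ± 15.8 RPKM, or 8.11 ± 1.93-fold and 6.22 ± 0.932-fold; their libraries overlapped, from 5.88 to 9.29-fold for rx2 and from 5.31 to 7.17-fold for rx1, so these 3 libraries do not separate them. The sine oculis family genes six3b and six6b stood at 116 ± 30.7 RPKM (4.44 ± 1.18-fold) and 17.6 ± 3.30 RPKM (3.22 ± 0.603-fold), and foxd1, a forkhead gene of the temporal retina, at 61.7 ± 7.80 RPKM (3.26 ± 0.412-fold). The remaining TFs marked in Figure 1F were also above whole embryo in every library, with rb1 at 2.47 ± 0.448-fold, nr2e1 at 2.20 ± 0.443-fold and sox2, which is also active in other parts of the central nervous system, at 1.84 ± 0.550-fold. The counts behind these folds ranged from 324, 398 and 272 for vsx2 to 18, 21 and 11 for six6b in libraries 1, 2 and 3. The SDs cover the TRAP-seq libraries only, because the whole-embryo value has no replicate. The gene lengths used were worked back from the RPKM values of Table S2, so the folds share their lengths with the paper's. They lie below the paper's folds because the deposited sums of counts used here are larger than the library totals behind Table S2. With those totals vsx2 was at 22.2-fold. That is the like-for-like value if the paper scaled its whole-embryo RPKM in the same way, which is not known here.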

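Beyond the genes of Table S2, the libraries held transcripts of other regulators of the early neural retina. A list of 27 TFs of eye field and retina specification matched 29 genes of the count table, of which 18 had at least 10 counts in every library; 10 of these 18 are not in Table S2. They include a pair of genes named PAX6, the regulator of eye formation, at 293 ± 77.8 and 228 ± 101 CPM (SD, n = 3), beside sox2 at 352 ± 105 CPM. Among signalling and other genes of the early retina, the cyclin gene CCND1 had 581 ± 154 CPM, the growth factor gene MDK 532 ± 233 CPM, EFNB2 97.7 ± 30.2 CPM and BAMBI 80.8 ± 24.4 CPM. Of 16 genes of the retinal pigment epithelium, the tissue next to the neural retina, 5 had at least 10 counts in every library, led by BHLHE40 at 112 ± 35.3 CPM and OTX1 at 65.4 ± 17.2 CPM. Also above this cut were OTX2, pmela and TFEC, while the genes named DCT, TYR, TYRP1 and MITF did not pass it. Of 16 lens genes, 1 passed it, PROX1 at 44.6 ± 20.6 CPM. Genes of these eye lists may also be active in other tissues, which was not tested.
Markers of tissues outside the eye were also present. Of 16 lists for such tissues, which leave out the list of differentiating neurons because the eye also forms neurons, 14 had at least 1 gene with 10 or more counts in every library. Of all 32520 genes 5504 pass this cut, so 1 gene in a list is weak evidence of its tissue. Only 1 gene passed for the midbrain (of 8), endothelium (of 8), erythroid cells (of 11) and notochord (of 11), against 16 of 21 for skeletal muscle. Genes of these lists may also be active in parts of the eye, which was not tested. Skeletal muscle was represented by a pair of titin genes at 4206 ± 1843 and 4192 ± 2015 CPM, to which reads can map alike, by the actin gene actc1b at 709 ± 209 CPM and by the calcium pump gene atp2a1 at 642 ± 103 CPM. Apolipoprotein genes of the yolk syncytial layer had 4086 ± 1437 CPM (apobb.1) and 1379 ± 311 CPM (apoa1b), and the epidermal keratin genes cyt1 and cyt1l had 1315 ± 89.7 and 799 ± 169 CPM. The posterior Hox gene HOXB9 had 42.0 ± 16.9 CPM, the globin gene hbae3 34.7 ± 18.2 CPM and the endothelial gene FLI1 44.9 ± 17.6 CPM. With 14, 48 and 9 counts hbae3 missed the cut in library 3. The gene of the erythroid list that passed was klf17, at 30.6 ± 19.8 CPM and 19.2 CPM without library 3. No gene of the leukocyte and germ cell lists reached 10 counts in every library; DDX4 of germ cells had 0, 4 and 6 counts. All 13 mRNAs of the mitochondrial genome are listed at 0 in every library. The sources used here do not tell whether their reads were left out of alignment or counting. These zeros therefore do not measure RNA carried along from untagged cells. CPM does not correct for gene length, and no whole-embryo counts were analysed here, so these values give the content of the TRAP-seq libraries and not an enrichment. For the same reason they do not rank different genes or tissues by level. From the higher RPKM of retinal TFs over whole embryo, the paper concludes that the eGFP-rpl10a cassette works for the affinity purification of transcripts of a given tissue.

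**Figure D2:**
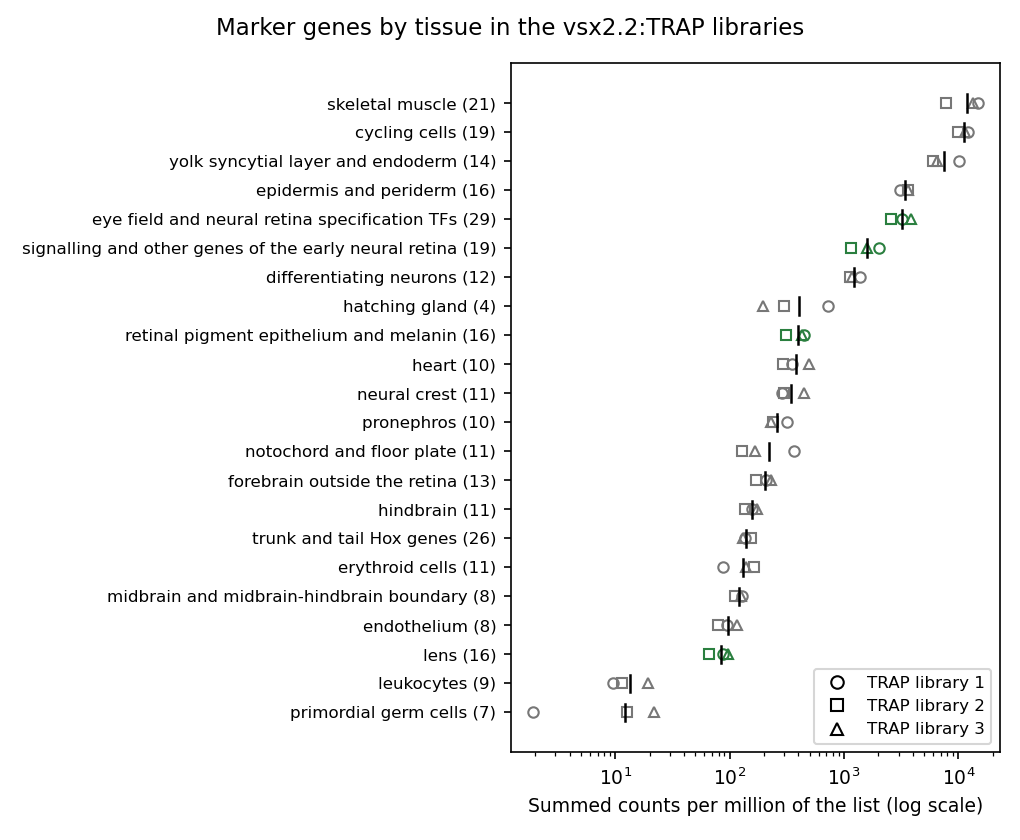
Summed CPM of each list of marker genes in the 3 TRAP-seq libraries, on a log scale, with the number of genes per list in parentheses. Circles, squares and triangles are libraries 1, 2 and 3, vertical lines are their means, and lists of the eye are in green. Lists differ in the number and length of their genes, so sums compare libraries and not tissues. The list of 29 retinal TFs sums to between 2598 and 3816 CPM, and the list of 21 skeletal muscle genes to between 7736 and 14697 CPM.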

### Generation of the Trap-TRAP Transgenic Lines

To test TRAP compatibility with an enhancer trap approach we carried out a pilot screen in zebrafish. The *Tol2_trap:TRAP* vector was injected in one-cell stage zebrafish embryos together with Tol2 transposase mRNA synthesized *in vitro*. Embryos showing any fluorescence at 24 hpf were selected and raised. A total of 300 adult fish were screened for eGFP-rpl10a expression by outcrossing them with wild-type animals. A minimum of 100 F1 embryos from each cross was examined at 24 and 48 hpf. We identified 53 positive founders, indicating an enhancer trapping efficiency of 17.5% (Figure 1B). This efficiency rate falls within the range of previously reported trapping screens using the Tol2 transposition system: 12% for enhancer trapping (Parinov et al., 2004) and 23% for gene trapping (Kawakami et al., 2004). Among all founders, 33 (62% of total) showed tissue-specific expression patterns often restricted to a single domain. Each of these founders was isolated and outcrossed to generate stable lines, which were designated as TT followed by an identifier number. In most cases, the eGFP-rpl10a distribution indicated that the integration event was unique. However, some founders showed segregation of expression patterns in their progeny, indicating multiple integration events. This was the case for the lines TT1, which is derived from the same founder that produced the line TT56. Similarly, the 5 lines TT37, TT42, TT57, TT58, and TT59 derive from insertions found in the same founder; as it is also the case for the pairs TT48/TT50; and TT53/TT60 which are derived from common founders respectively. Among the stable lines, eGFP-rpl10a signal was detectable in a variety of tissues from different embryonic origin (i.e., from different germ layers) and located in different positions along the embryo axes. This observation indicates that the eGFP-rpl10a fusion does not compromise the random integration of the trapping cassette.

The expression patterns of the 10 most relevant transgenic lines (i.e. those exhibiting higher tissue specificity at 40–48 hpf) are shown in Figure 2. These include specific lines for hindbrain and spinal cord (TT1, Figures 2A, 2A′); jaw, branchial arches and pectoral fin buds (TT5, Figures 2B, 2B′); skeletal muscles (TT6, Figure 2C); central nervous system (TT7, Figure 2D); lateral line system (TT15, Figure 2E); rhombomere 5 (TT21, Figures 2F, 2F′); hindbrain and pectoral fin buds (TT28, Figures 2G, 2G′); retina (TT37, Figures 2H, 2H′); midbrain stripe (TT42, Figures 2I, 2I′) and spinal cord/pronephros (TT50, Figure 2J). For remaining lines, descriptions of their eGFP-rpl10a distribution patterns are shown in Supplementary Figures S1, S2. All the information on the trap-TRAP transgenic lines has been uploaded to a web-based database: trap-TRAP database. This website displays TT lines pictures and descriptions of their expression pattern at different developmental stages, together with complementary information about the trap-TRAP technology.

**FIGURE 2:**
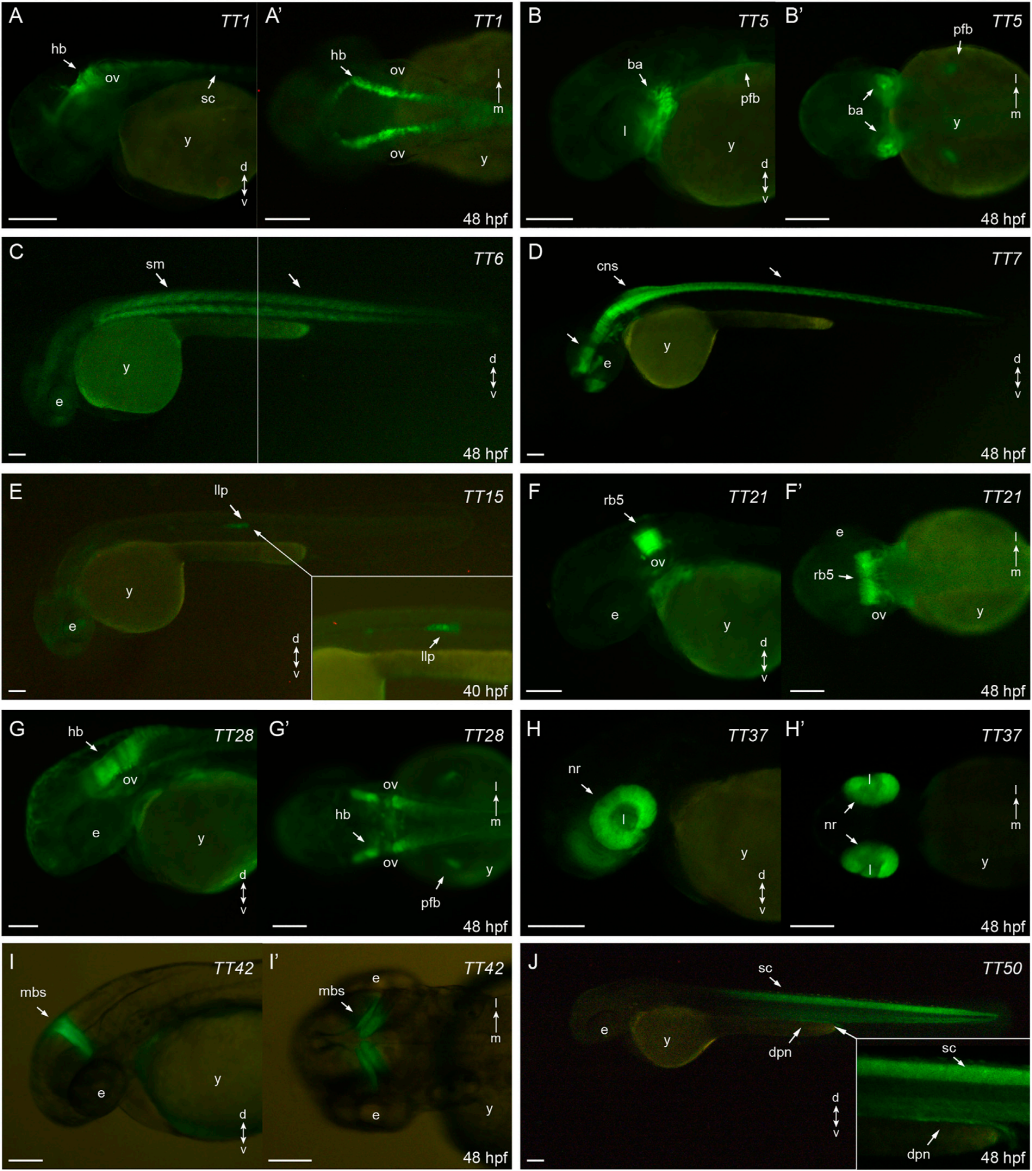
*eGFP-rpl10a expression patterns*: **(A,A′)**: TT1, hindbrain and spinal chord (lateral and dorsal, respectively); **(B,B′)**: TT5, jaw, brachial arches and pectoral fin buds (lateral and ventral, respectively); **(C)**: TT6, skeletal muscles (lateral); **(D)**: TT7, central nervous system (lateral); **(E)**: TT15, lateral line system (lateral); **(F, F′)**: TT21, rhombomere 5 (lateral and dorsal, respectively); **(G,G′)**: TT28, hindbrain and pectoral fin buds (lateral and dorsal, respectively); **(H,H′)**: TT37, retina (lateral and ventral, respectively); **(I,I′)**: TT42, midbrain stripe (lateral and dorsal, respectively); **(J)**: TT50, spinal cord and pronephros (lateral). ba, branchial arches; cns, central nervous system; dpn, distal pronephros; e, eye; hb, hindbrain; l, lens; llp, lateral line primordium; mbs, midbrain stripe; nr, neural retina; ov, otic vesicle; pfb, pectoral fin buds; rb5, rhombomere 5; sc, spinal cord, sm, skeletal muscles; y, yolk. Scale bar, 100 µm.

### Identification of Trap-TRAP Insertion Sites

To investigate if the random insertions of the trap-TRAP cassette in the genome recapitulate the activity of nearby cis-regulatory elements, we mapped the targeted loci of a few representative lines by inverse PCR and compared their expression patterns with those of neighbouring genes. The analysis provided conclusive mapping results for 3 out of 4 lines examined (Supplementary Table S1), the lines TT15, TT21, and TT42. In these cases, we successfully identified insertion sites in the vicinity of genes with an expression similar to that found for the corresponding strains (Figure 3). The line TT15, which showed expression in the lateral line, contains an insertion in the chromosome 1 (Figures 3A, 3A′). This region is 5′ distal to *lef1*, whose expression pattern includes a lateral line domain similar to that observed in TT15 embryos (Neelathi et al., 2018). Similarly, the analysis carried out on the TT21 line, which shows expression in rhombomere number 5, indicated that the insertion occurred on chromosome 23 (Figures 3B, 3B′). In the vicinity of the integration site is *mafba,* whose expression has been described in rhombomeres 5 and 6 (Moens et al., 1998). Finally, examination of the TT42 line identified an insertion on chromosome 8 (Figure 3C). This line shows a very specific expression stripe restricted to the midbrain (Figure 3C′). Accordingly, the neighbouring gene *her3* also shows expression in this domain (Thisse and Thisse, 2005). In all cases, the integration loci were compared with available data on chromatin accessibility, (ATAC-seq), as well as H3K27ac and H3K4me3 epigenetic marks (i.e., to highlight active enhancers and promoters respectively) previously obtained in 48 hpf zebrafish embryos (Bogdanovic et al., 2012; Marlétaz et al., 2018). These comparisons indicate that the eGFP-rpl10a cassette is able to capture the activity of nearby cis-regulatory elements.

**FIGURE 3:**
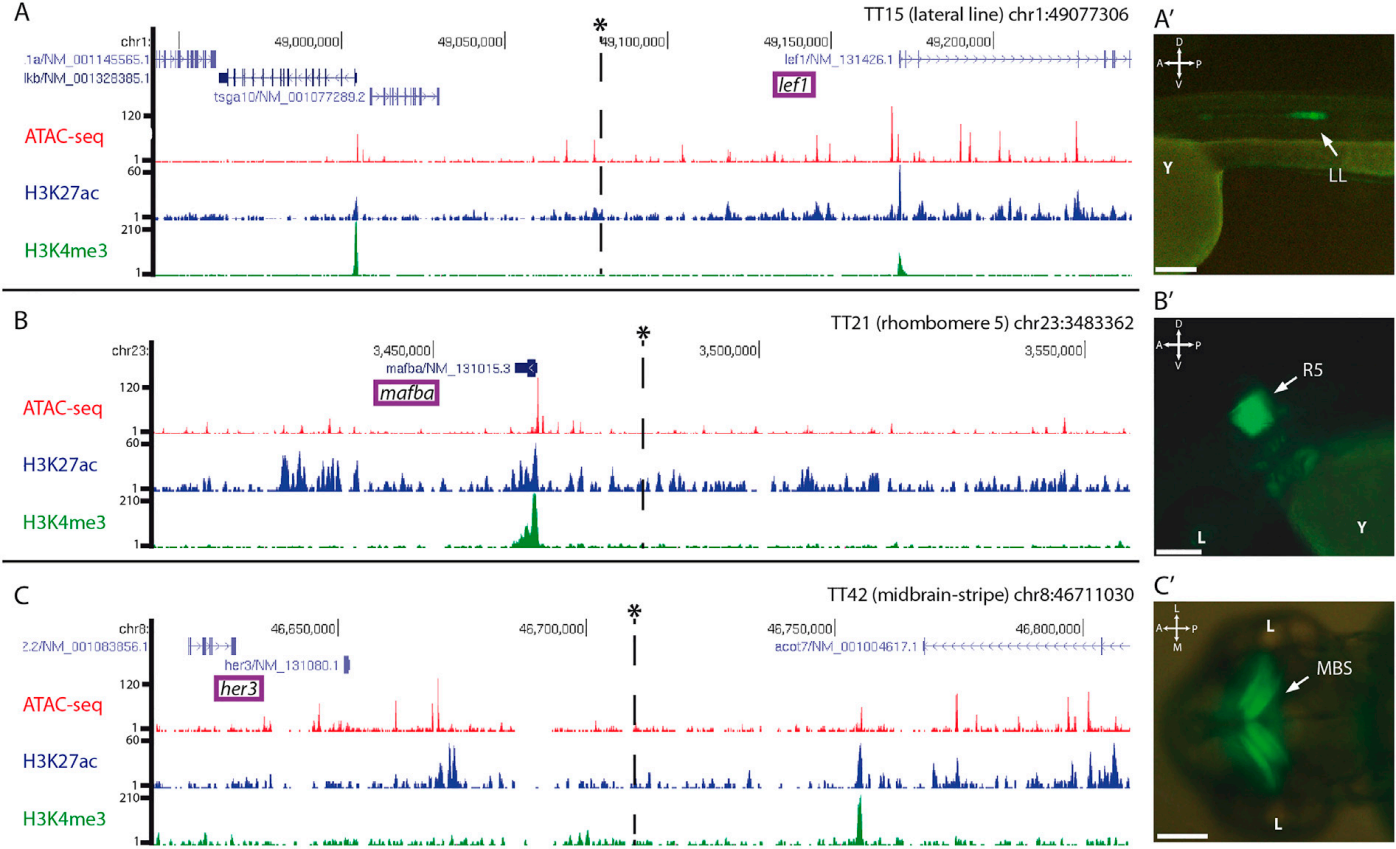
*Genomic insertion sites of trap:TRAP cassette in representative transgenic lines*: Insertions are marked with an asterisk*. Tracks for ATAC-seq, H3K27ac and H3K4me3 at 48 hpf are also shown for the different loci. **(A)**: Genomic location of the insert in the transgenic line TT15 in the vicinity of *lef1*, **(A′)**: TT15 expression pattern at 48 hpf. **(B)**: Genomic location of the insert in the transgenic line TT21 nearby *mafba*, **(B′)**: TT21 expression pattern at 48 hpf. **(C)**: Genomic location of the insert in the transgenic line TT42, **(C′)**: TT42 expression pattern at 48 hpf. LL, lateral line; R5, rhombomere 5; MBS, midbrain stripe. D-V, dorso-ventral; A-P, anterior-posterior. Scale bar = 100 µm.

### Compatibility of TRAP Technology With the Gal4/UAS System

As an alternative strategy to direct *eGFP-rpl10a* expression to tissues or cell types of interest, we combined the TRAP methodology with the Gal4-UAS system, which allows the spatiotemporal control of gene expression (Brand and Perrimon, 1993; Scheer and Campos-Ortega, 1999; Köster and Fraser, 2001). To this end, the fusion gene was placed under the control of the UAS element to generate the *Tol2_UAS:TRAP* vector (Figure 1C). This construct was injected in one-cell stage zebrafish embryos together with *in vitro -*synthesized Tol2 transposase mRNA. To screen for potential adult founders, F0 animals were outcrossed with fish from a Gal4-expressing strain: *Tg[Rx3:Gal4]*, whose expression is restricted to the retina as previously reported (Rembold et al., 2006; Weiss et al., 2012). As a reference control, we first verified retinal expression in the progeny of a *Tg[Rx3:Gal4]* X *Tg[UAS:RFP]* cross (Figure 4A). Then this retina-specific pattern was further confirmed in the founders progeny crossed to the Gal4 reference line: *Tg[Rx3:Gal4]* X *Tg[UAS:TRAP]* (Figure 4B). The fact that we did not observe toxicity, optic cup malformations, or developmental delays in these crosses indicates that Gal4 drivers can be successfully combined with the UAS:TRAP line to specifically perform TRAP analysis in a broad variety of tissues and cell types in zebrafish.

**FIGURE 4:**
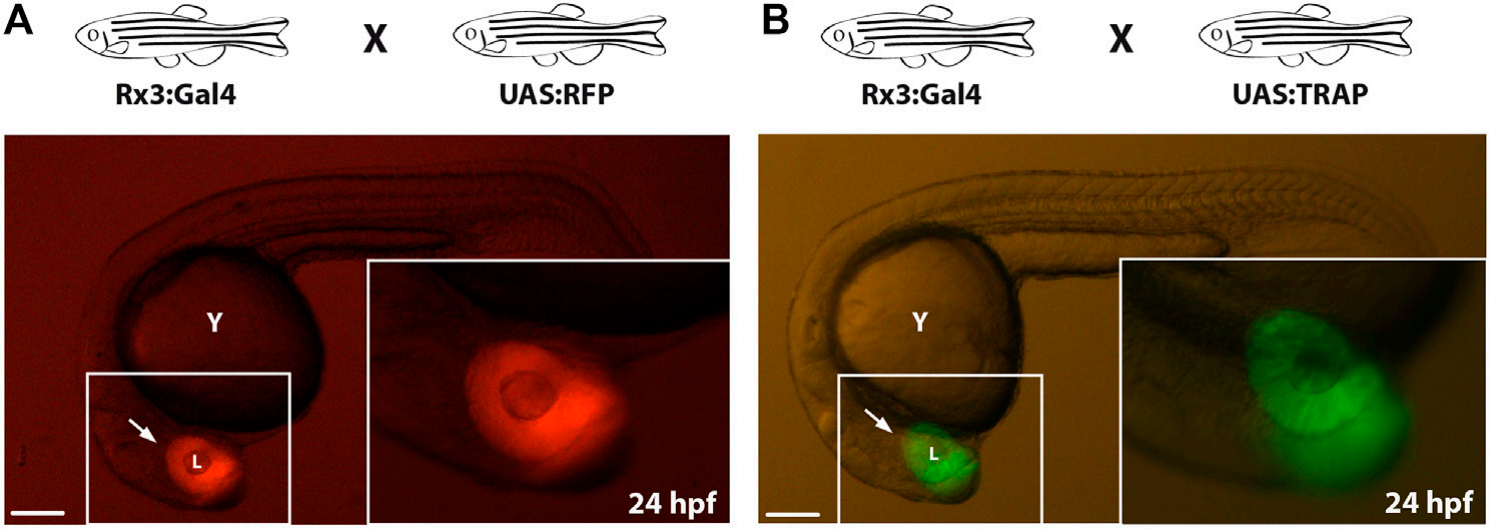
*Compatibility of TRAP technology with the Gal4/UAS system:* **(A)**: Zebrafish embryo from the control cross *Tg[Rx3:Gal4]* x *Tg[UAS:RFP]* showing RFP expression in the developing retina (arrow) at 24 hpf. **(B)**: zebrafish embryo derived from a *Tg[Rx3:Gal4]* × *Tg[UAS:TRAP]* cross showing *eGFP-rpl10a* expression at 24 hpf in the retina (arrow). l, lens; y, yolk. Scale bar = 100 µm.

## Discussion

We have described two different approaches, Trap-TRAP and UAS-TRAP, which allow expanding the use of the TRAP methodology in zebrafish and can be easily adapted to other model organisms. While TRAP methods allow tissue-specific isolation of the mRNA fraction being translated, a closer representation of the protein profile of the cell at a given time (Heiman et al., 2014), the need to generate transgenic lines for each type of analysis has limited their application. Our strategies facilitate the fast and efficient generation of transgenic zebrafish strains suitable for TRAP analysis. Previous studies in zebrafish have reported the use of TRAP methods for translational profiling in zebrafish using a few tissue-specific promoters (Fang et al., 2013; Tryon et al., 2013; Housley et al., 2014; Houseright et al., 2020). Here we applied the Trap-TRAP strategy to generate random insertions of the *eGFP-rpl10a* cassette into the genome. In our pilot screen we examined 53 founders, 33 of them giving rise to tissue-specific stables lines, in whose progeny no developmental defects were observed, highlighting the compatibility of our approach with the large-scale generation of TRAP lines. Using a strategy similar to that of a previous study in *Drosophila* (Bertin et al., 2015), we also generated and tested a UAS:TRAP transgenic line that will allow to combine the TRAP methodology with the large collection of Gal4 lines currently existing in zebrafish. These two alternative approaches can facilitate the systematic generation of transgenic lines available for TRAP analysis. A potential limitation of them could be the sensitivity of the TRAP method when small cell populations are interrogated or weak promoters are employed or captured. However, the access to large numbers of synchronized embryos (i.e., once the stable lines have been generated), together with evidence from previous TRAP analyses in zebrafish targeting populations limited in number (Houseright et al., 2020), suggest that in many cases this should not be a major obstacle. A further refinement of the Trap-TRAP and UAS-Trap approaches may include the generation of transgenic lines harbouring an Avi-tagged *eGFP-rpl10a* cassette, as previously described (Housley et al., 2014). This system, in combination with BirA activating strains, does not depend on the use of specific antibodies for immunoprecipitation of tagged ribosomes and may result in an increased sensitivity.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE192511

# Supplementary material for: Trap-TRAP, a Versatile Tool for Tissue-Specific Translatomics in Zebrafish
**Source:** Front Cell Dev Biol. 2022 Jan 31;9:817191. doi: 10.3389/fcell.2021.817191
**Supplement:** Supplementary file 1

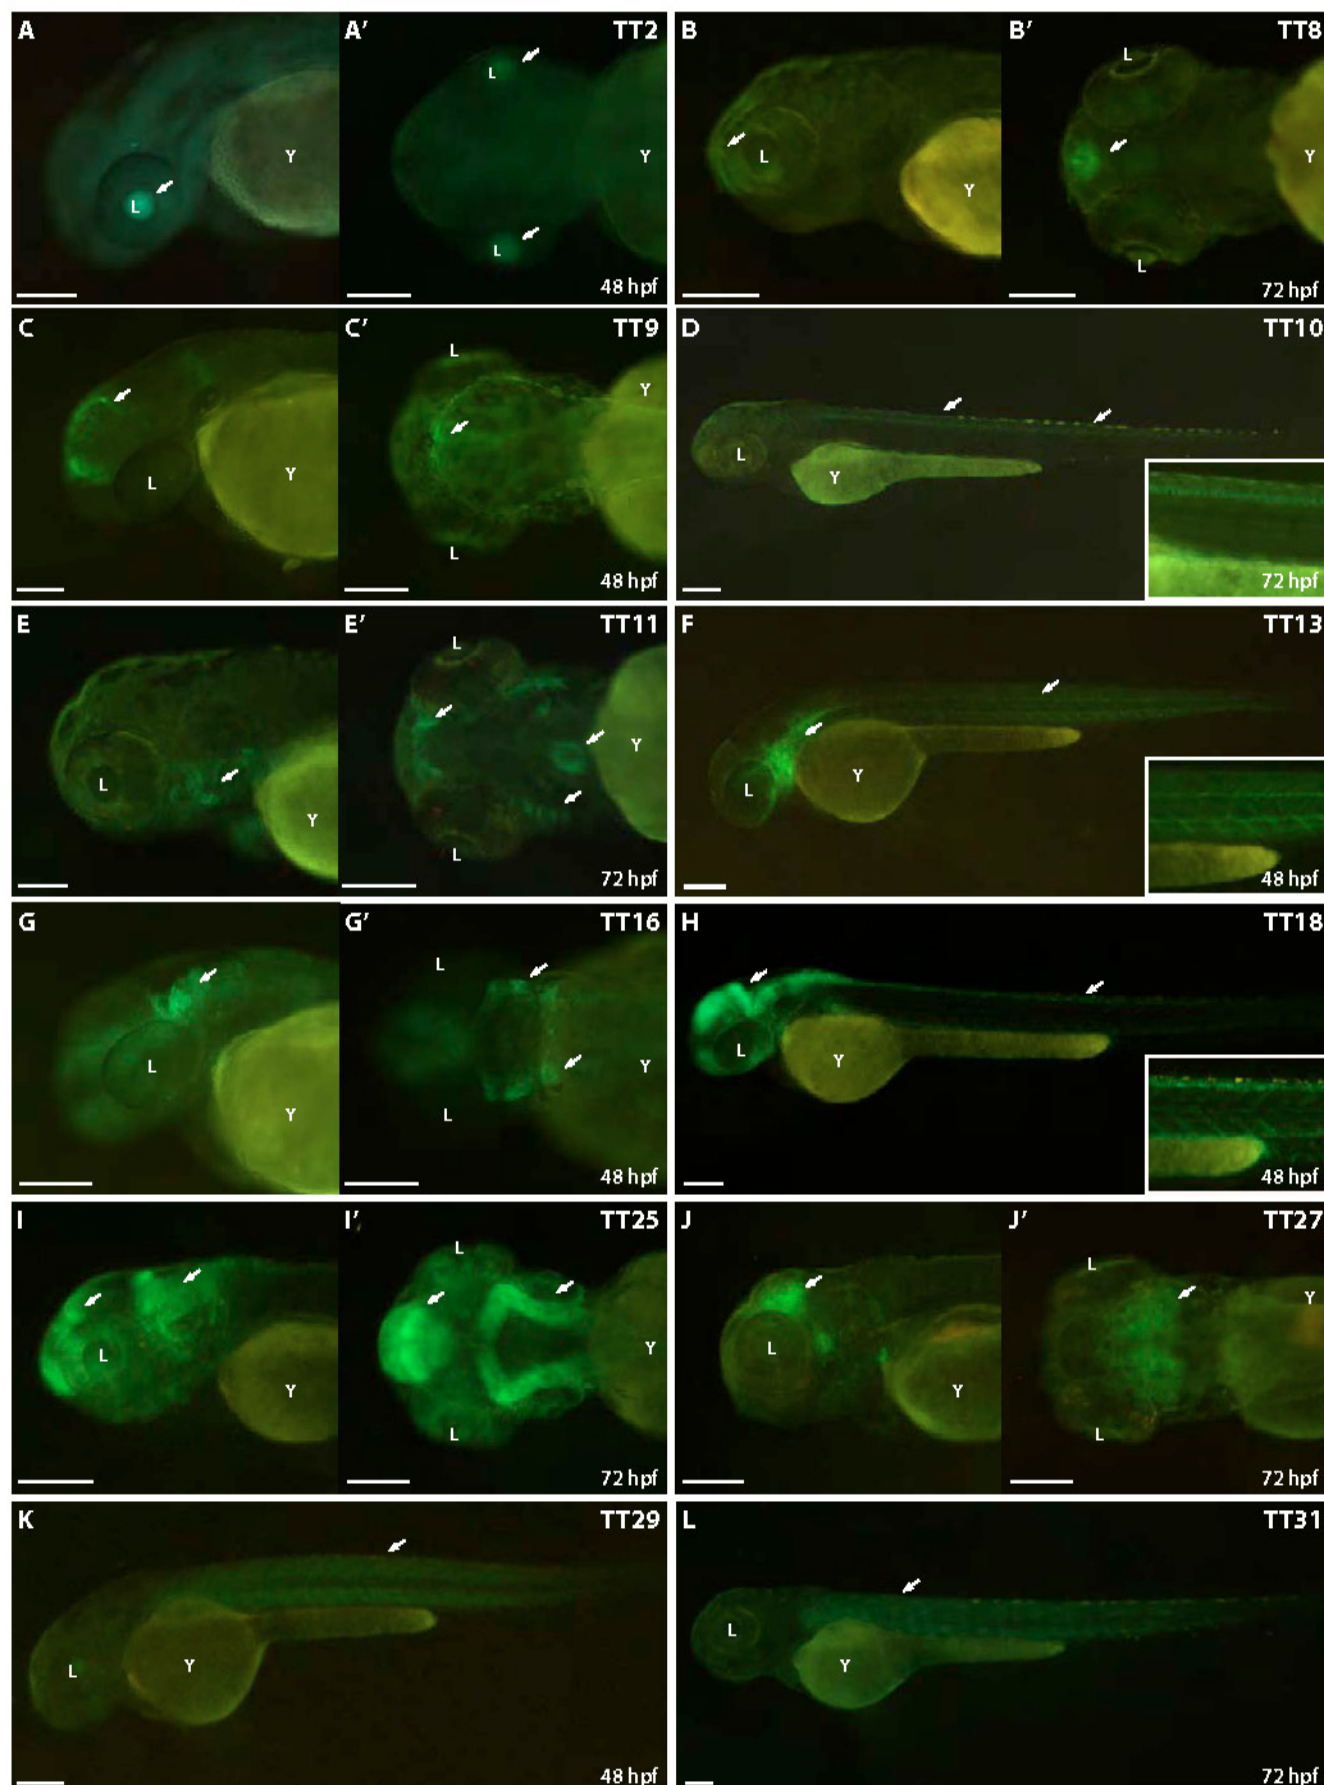

Figure Supplementary 1. eGFP-rpl10a expression patterns (TT2 - TT31). A, A': TT2, lenses (lateral and dorsal, respectively); B, B': TT8, forebrain, eyes (lateral and ventral, respectively); C, C': TT9, dorsal optic tectum (lateral and dorsal, respectively); D: TT10, spinal chord neurons (lateral); E: TT11, branchial arches, jaw and heart (lateral and ventral respectively); F, F': TT13, vascular system (lateral); G, G': TT16, anterior hindbrain (lateral and dorsal, respectively); H, H': TT18, Central nervous system, pectoral fin buds (lateral); I, I': TT25, dorsal central nervous system, eye (lateral and dorsal, respectively); J, J': TT27, midbrain (lateral and dorsal, respectively); K: TT29, lenses, skeletal muscles and central nervous system (dorsal); L: TT31 skeletal muscles (dorsal). l = lens; y = yolk. Scale bar = 100 μ m.

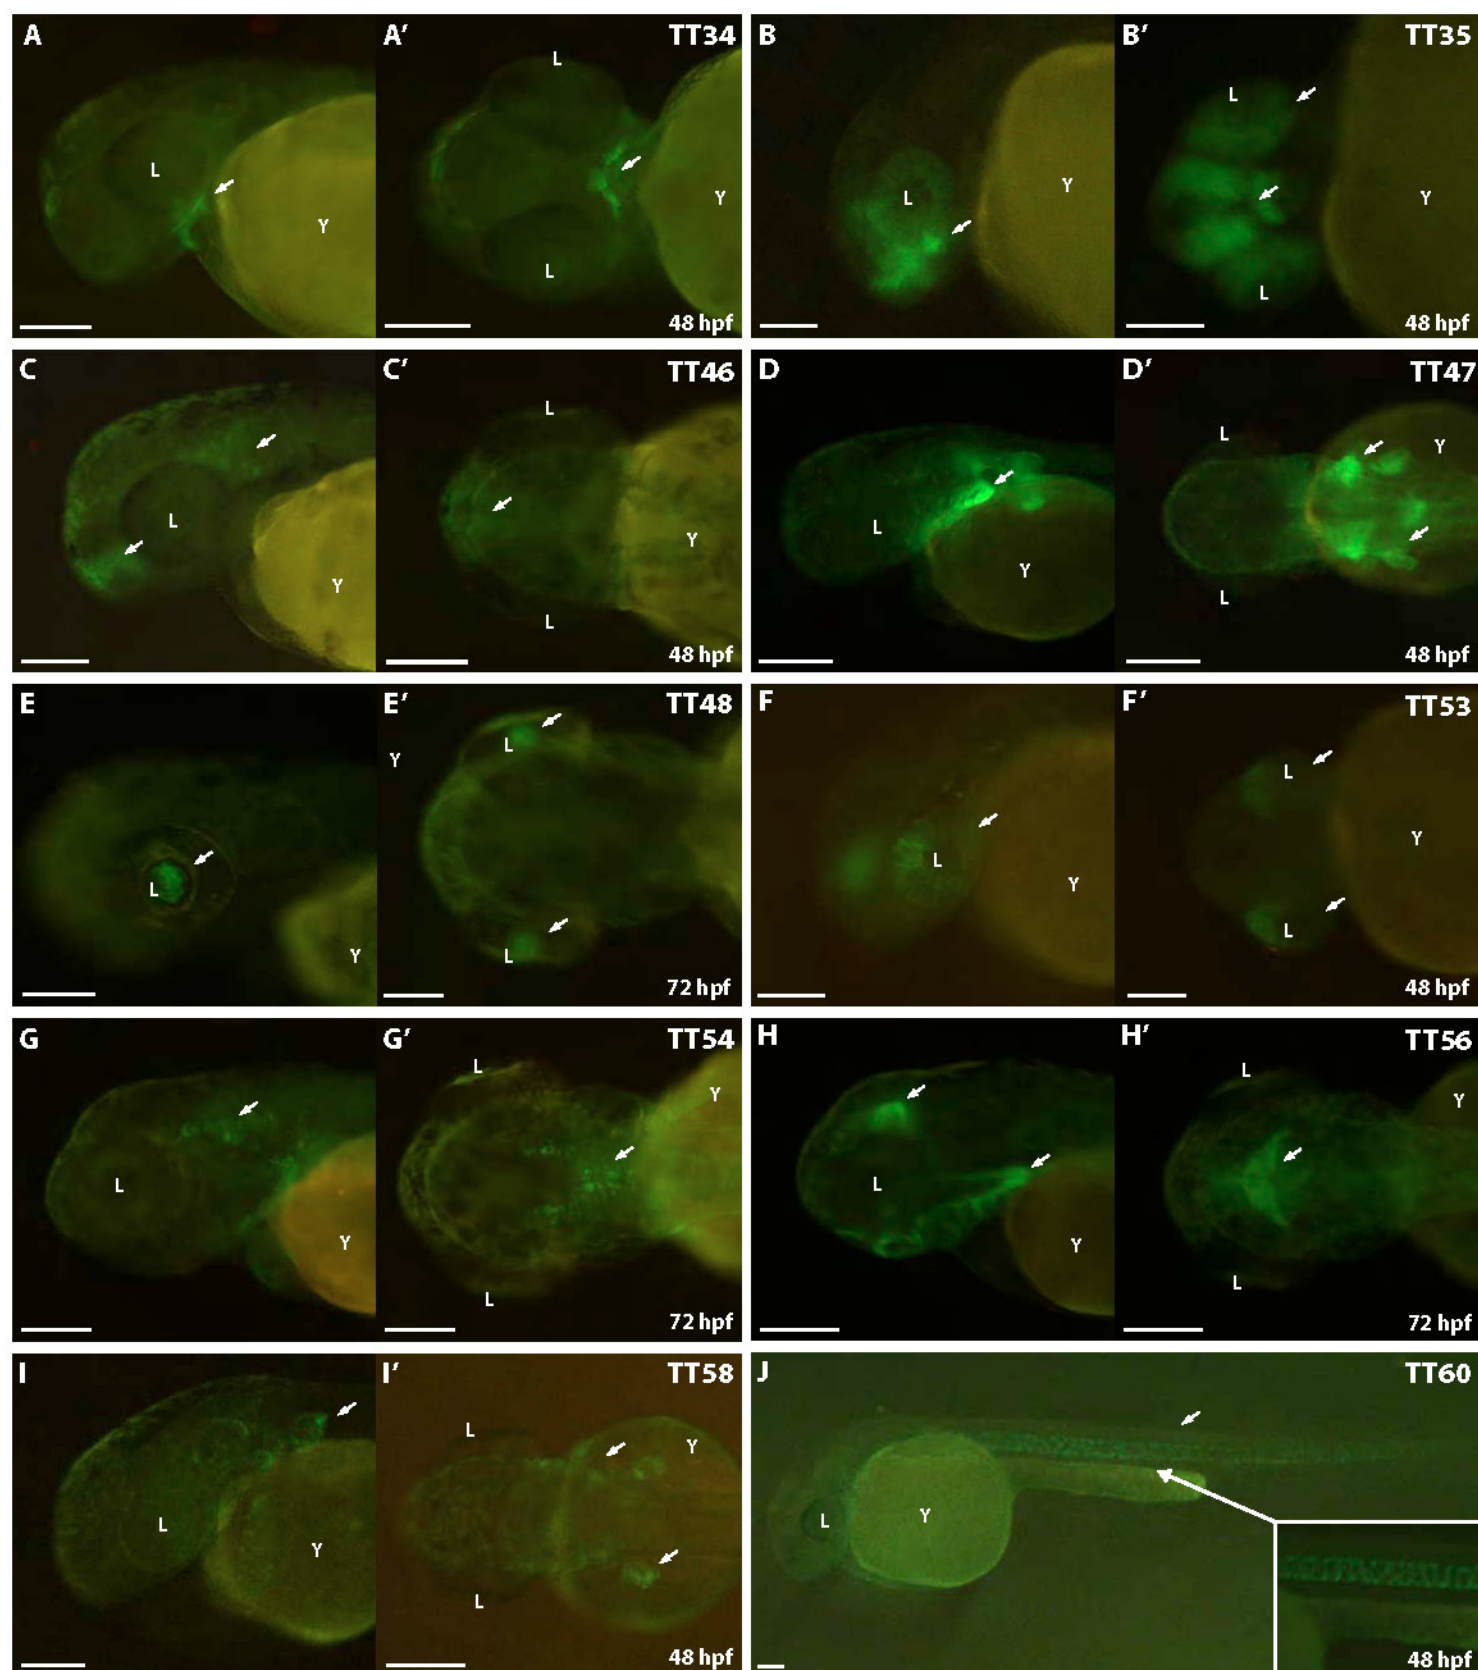

Figure Supplementary 2. eGFP-rpl10a expression patterns (TT34 - TT60). A, A': TT34, heart (lateral and dorsal, respectively); B, B': TT35, telencephalon, eyes (lateral and ventral, respectively); C, C': TT46, telencephalon (lateral and dorsal, respectively); D, D': TT47, pectoral fin buds, branchial arches (lateral and dorsal, respectively); E, E': TT48, lens fibers (lateral and ventral respectively); F, F': TT53, dorsal retina (lateral and ventral, respectively); G, G': TT54, ventral hindbrain (scattered cells), branchial arches (lateral and dorsal, respectively); H, H': TT56, midbrain subdomain, branchial arches, jaw (lateral and dorsal, respectively); I, I': TT58, pectoral fin buds, (lateral and dorsal, respectively); J: TT60, notochord (lateral); l= lens; y= yolk. Scale bar = 100 μ m.

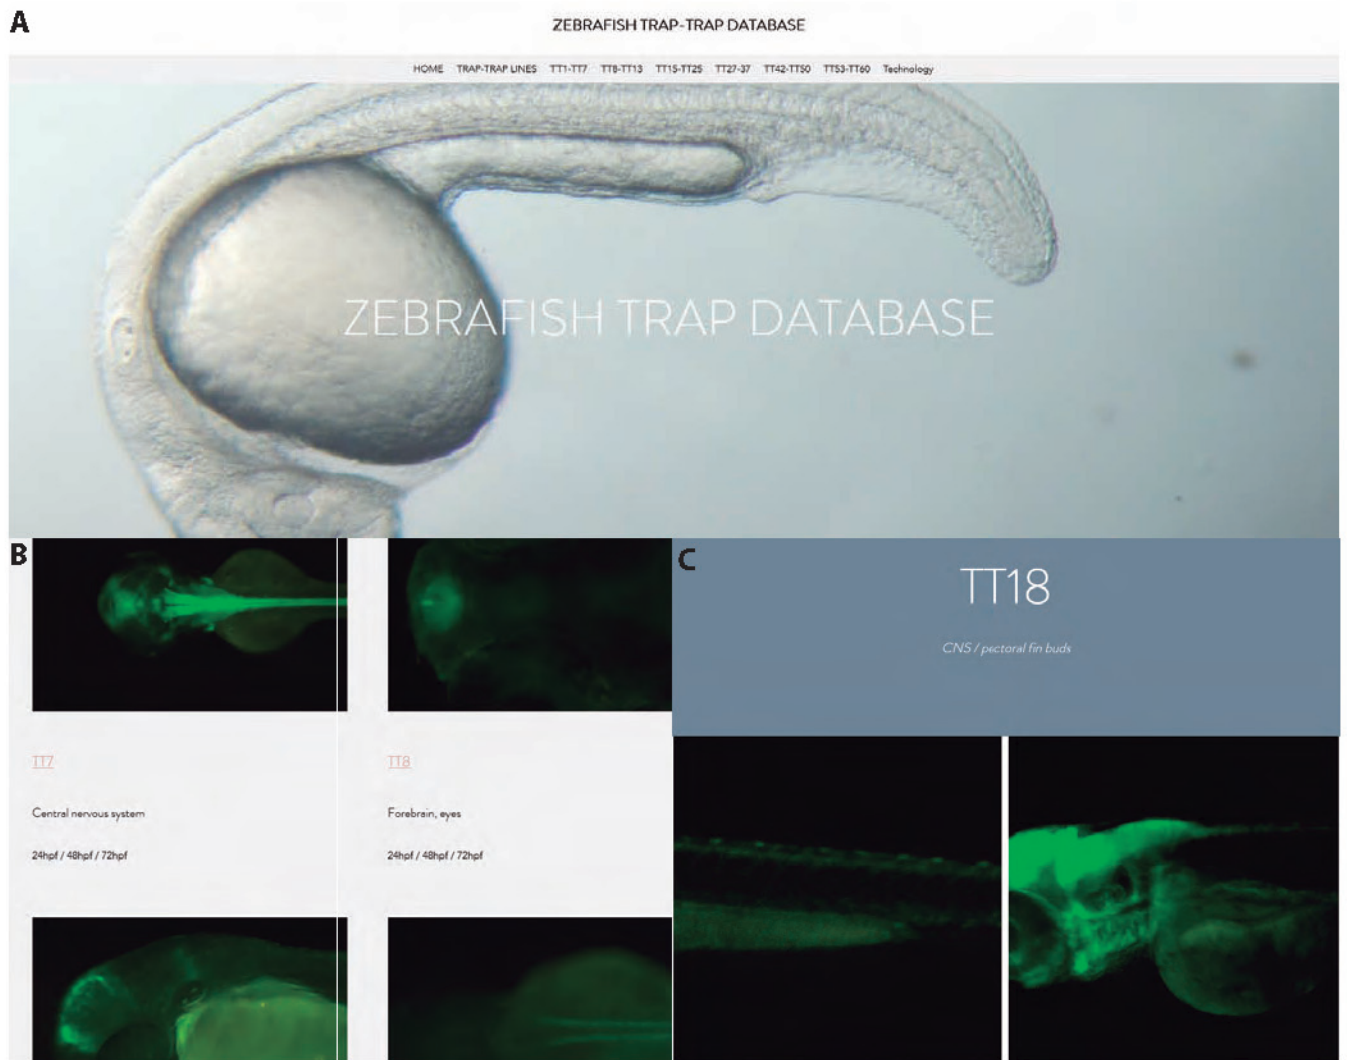

Figure Supplementary 3. Content of the zebrafish trap-TRAP database. (A) Homepage of the website. The menu at the top contains direct links to the different pages of the site. (B) Images of the summarizing page "trap-TRAP lines" with descriptions and links to each of the trap-TRAP lines. (C) Specific example for the tab displaying the TT18 line. Each tab shows a gallery of images illustrating the expression pattern of an individual line.

Table S1. Analysed strains, corresponding cloned sequences matching genomic positions, and nearby 5' and 3' genes.

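Table S1 gives, for each line, the sequence that the authors report from inverse PCR beside the Tol2 insertion. It also gives the genes on both sides of the place to which the authors matched it in GRCz10 by BLAT. In inverse PCR the genomic DNA is cut and closed into circles, and primers that point outwards from the inserted cassette amplify the unknown DNA next to it. The sequences are 61 bases long for TT15, 205 bases for TT21 and 169 bases for TT42, with a GC content of 16.4%, 41.0% and 59.2%. The result for TT37 is marked as non conclusive. No genome or vector sequence was used here, so none of the sequences in the table was placed again or checked. Whether a sequence is zebrafish or vector DNA was not tested, so the place given for TT42, as for the others, rests on the paper's match. In the gene order of the GRCz12tu assembly, tsga10 and lef1, the neighbours of the TT15 insertion, lie on chromosome 1 with 1 protein-coding gene, cracdlb, and 2 long non-coding RNA genes between them. The TT21 neighbours mafba, a TF gene of the hindbrain, and rnf114 lie on chromosome 23 with no protein-coding gene between them. The TT42 neighbours her3, gpr153 and acot7 lie on chromosome 8, with no protein-coding gene between her3 and gpr153 or between gpr153 and acot7. In the TRAP-seq libraries, which come from the vsx2.2 line and not from these lines, mafba had 31.5 ± 8.36 CPM and lef1 16.6 ± 7.01 CPM (SD, n = 3).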

Strain	Sequence	5' gene	3' gene
TT15	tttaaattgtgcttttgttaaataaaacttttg<br>tttttagaaaagattcataataaatgat	tsga10<br>https://zfin.org/ZDB-GENE-061013-482	lef1<br>https://zfin.org/ZDB-GENE-990714-26
TT21	ggaaatcagagcaggaaactctcctctgta<br>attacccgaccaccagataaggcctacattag<br>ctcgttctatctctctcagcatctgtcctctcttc<br>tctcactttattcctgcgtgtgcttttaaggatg<br>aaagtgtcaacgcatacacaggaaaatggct<br>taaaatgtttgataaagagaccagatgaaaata<br>acattgaaga	mafba<br>https://zfin.org/ZDB-GENE-980526-515	rnf114<br>https://zfin.org/ZDB-GENE-040813-1
TT37	Non conclusive	-	-
TT42	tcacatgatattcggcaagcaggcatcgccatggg<br>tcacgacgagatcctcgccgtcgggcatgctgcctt<br>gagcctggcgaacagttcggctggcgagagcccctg<br>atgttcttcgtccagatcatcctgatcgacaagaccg<br>gcttccatccgagtacgtgctcgct	gpr153<br>https://zfin.org/ZDB-GENE-050823-7<br><br>her3<br>https://zfin.org/ZDB-GENE-980526-204	acot7<br>https://zfin.org/ZDB-GENE-040912-42

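RPKM divides the reads of a gene by its length in kilobases and by the number of reads counted in the library, so that genes of different lengths and libraries of different depths can be set side by side. Dividing the deposited counts by the RPKM values of the 89 TFs gives back the lengths and library totals that the authors used. Lengths are whole numbers of bases, and a search over totals of library 2 gave a total at which the lengths of all 89 genes lay within 2.39e-06 bases of a whole number. The lengths share no common factor. They run from 613 to 11001 bases with a median of 3366, and vsx2 has 1720. The library totals were 487102, 766068 and 383161 for libraries 1, 2 and 3, which is 93.3%, 88.5% and 92.8% of the counts deposited for them; how these totals were made is not given in the sources used here. With these lengths and totals, 266 of the 267 TRAP-seq values are recovered within 0.01%, and the value of yy1a in library 3 is printed as 63.0 RPKM, by the paper, where its count gives 62.7 RPKM. For 83 genes the printed identifier was found in the count table, for 5 genes it was found once an extra zero was taken out, and smarcc1b was found by its symbol. The whole-embryo column has no counts behind it here, so its library total and its counting error are unknown.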

Table S2: RPKM values for neural retina-related TF-encoding genes, both in affinity-purified transcripts from vsx2.2:TRAP embryos at 22 hpf (TRAP-seq), and in 22 hpf whole embryos RNA-seq sample. TFs indicated in Fig 1F are marked in red.

GeneID	SYMBOL	Whole embryo<br>RNA-seq_RPKM	TRAPseq_MEAN<br>_RPKM	FoldChange<br>(ranked)	TRAP1_RPKM	TRAP2_RPKM	TRAP3_RPKM
ENSDARG00000005574	**vsx2**	16,55956358	367,1664551	22,17247172	386,7200156	302,0558865	412,7234632
ENSDARG00000040321	**rx2**	6,393250501	56,81210561	8,886263037	40,3148873	67,04302571	63,07840383
ENSDARG00000019842	cnot3b	6,706504969	55,83533617	8,325549064	54,22908208	55,70071718	57,57620924
ENSDARG00000071684	**rx1**	16,92448123	114,8228391	6,784422961	112,2175704	101,4801062	130,7708406
ENSDARG00000006524	supt6h	20,22569066	102,0844243	5,047265186	109,486818	79,21214471	117,5543103
ENSDARG00000054879	**six3b**	26,07826066	126,0296923	4,832749161	113,2103106	103,1529469	161,7258195
ENSDARG00000045857	cebpz	17,08174392	73,65880358	4,31213604	74,40905796	72,13258748	74,4347653
ENSDARG00000079949	supt16h	54,773507	233,6939107	4,266550081	262,4149477	194,903536	243,7632485
ENSDARG00000034768	phf3	7,811105878	32,94699178	4,217967634	36,67243982	23,0959822	39,07255331
ENSDARG00000017397	smarcc1a	48,86636954	197,6332505	4,044361231	211,9441645	163,7028568	217,2527301
ENSDARG00000096428	si:dkey-217d	6,711268486	26,02705734	3,878112967	32,37758042	24,77440991	20,9291817
ENSDARG00000018907	kat6a	13,76218673	53,28836045	3,872085265	47,13370307	37,2270874	75,50429088
ENSDARG00000029179	**foxd1**	18,92574295	67,44311103	3,563564781	57,31317999	70,69827656	74,31787654
ENSDARG00000031316	**six6b**	5,481225995	19,21042612	3,50476812	22,88126683	16,9738143	17,77619724
ENSDARG00000008141	rbl1	7,239687789	23,95183792	3,308407575	23,37100302	26,59226065	21,8922501
ENSDARG00000086626	im:7147486	7,563200303	24,46610173	3,234887448	22,66959041	20,75672143	29,97199334
ENSDARG00000030665	tcerg1b	14,1510571	42,46784143	3,001036681	38,49296451	35,89759656	53,01296322
ENSDARG00000007092	xab2	16,10543479	45,6389627	2,833761603	48,79576624	50,36208079	37,75904108
ENSDARG00000009953	med14	13,83682042	38,62715007	2,791620394	40,29280873	28,38300706	47,20563442
ENSDARG00000016763	znf292a	9,607523334	26,63093958	2,771883934	28,44809432	17,38616273	34,05856168
ENSDARG000000062472	sin3b	13,8994432	37,89719503	2,726526127	44,06987648	20,25330537	49,36840325
ENSDARG00000006782	**rb1**	17,03153398	46,10270889	2,70690291	37,26672485	56,45207632	44,58932551
ENSDARG00000101060	gcna	10,10607642	26,84082405	2,655909469	23,20735252	34,62060696	22,69451268
ENSDARG00000101361	znf644a	5,844292195	15,30706793	2,619148294	17,22046021	13,90892223	14,79182135
ENSDARG00000012927	tcea2	5,695753107	13,79979317	2,422821515	14,24017184	13,58185471	13,57735296
ENSDARG00000017107	**nr2e1**	15,46929719	37,12055204	2,399627571	43,93784879	30,82785884	36,5959485
ENSDARG00000077013	znf280d	18,21707958	42,80641826	2,349795864	34,33436281	45,9212203	48,16367167
ENSDARG00000005867	gon4l	8,547849184	19,82117708	2,318849649	20,05554101	15,07084629	24,33714393
ENSDARG00000000567	znf281a	13,66913525	30,99072433	2,267204455	33,34270708	21,89978795	37,72967796
ENSDARG000000057940	dido1	14,05117634	31,64878615	2,252394062	37,8829648	22,18922431	34,87416934
ENSDARG00000009819	smarcc1b	7,069669347	15,57435434	2,202982003	15,80601445	10,82329882	20,09374975
ENSDARG00000079020	gcfc2	5,628801201	12,20155161	2,167699866	11,73565991	10,94438919	13,92460572
ENSDARG00000015921	pwp1	31,44533502	68,15899538	2,16753917	70,33471172	61,57392205	72,56835237
ENSDARG00000070913	**sox2**	92,30372077	184,6180942	2,000115409	194,1987399	129,1507072	230,5048356
ENSDARG00000090337	pprc1	21,5862774	43,12102006	1,997612616	54,39255947	28,46404331	46,50645741
ENSDARG00000035910	znf281b	27,09058384	53,3535033	1,969448263	49,7999039	45,85982451	64,40078149
ENSDARG00000019572	taf7	24,70488093	47,84015578	1,93646575	46,71712507	58,30969981	38,49364246
ENSDARG00000042835	tfpd2	25,45617317	48,69990557	1,913088242	52,08730106	43,7787174	50,23369824
ENSDARG000000026664	uri1	24,13040739	45,72391309	1,894867018	42,4595835	43,57539099	51,13676479
ENSDARG00000101569	ppargc1b	6,364828821	11,58433511	1,820054463	13,74487622	8,367738125	12,64039097
ENSDARG00000071694	ndc80	28,68627287	51,80726019	1,805994819	49,76868139	46,90280227	58,7502969
ENSDARG00000012499	per1b	10,30086523	18,45460922	1,791559137	12,42013906	12,90535619	30,03833241
ENSDARG000000026701	gtf2h1	10,01407442	17,65740182	1,763258498	15,84973752	15,912643	21,20982494
ENSDARG00000090998	si:cabz01071	9,010330609	15,73796948	1,746658382	13,51314197	11,23607165	22,46469483
ENSDARG00000077581	zzz3	12,70507234	21,9105775	1,724553541	14,3888088	21,24947651	30,09344718
ENSDARG00000037238	smad5	23,81563613	40,96759357	1,720197325	41,04306683	40,93664124	40,92307265
ENSDARG00000042796	yy1a	36,54386923	62,69640656	1,715647737	58,98749154	66,40586526	62,9686287
ENSDARG00000059812	sin3ab	10,58324512	17,96646267	1,69763267	22,94847431	9,267712377	21,68320132
ENSDARG00000015554	zic2a	28,01102341	45,88975858	1,638274971	49,75693241	39,44452193	48,46782139
ENSDARG00000078164	znf576.2	33,16384488	54,13649307	1,632394955	66,3561795	49,33262219	46,72067753
ENSDARG00000070463	e2f3	28,82923411	46,34497949	1,607568877	46,78957018	43,45652476	48,78884353
ENSDARG00000024598	homezb	15,92945168	25,41376122	1,595394602	27,01260668	22,51949173	26,70918525
ENSDARG00000008986	e2f7	18,65243067	28,49084956	1,527460419	36,49445845	18,78491098	30,19317926
ENSDARG00000079233	si:ch211-160	10,8818364	16,56572804	1,522328349	17,87668153	11,82150674	19,99899585
ENSDARG00000070019	taf15	171,652532	244,2894956	1,423162786	240,8974726	240,830976	251,1400382
ENSDARG000000045484	dcp1b	8,426651113	11,90590258	1,412886616	12,46735693	13,74070682	9,509643978
ENSDARG00000008119	si:ch211-195	18,14741473	25,0887563	1,382497544	27,7571039	23,07981436	24,42935063
ENSDARG00000055162	zhx2a	7,429546852	10,15127577	1,366338483	12,49484956	8,290238566	9,668739195
ENSDARG00000036855	plagx	28,23919189	38,01082162	1,346030785	26,86632902	40,64545721	46,52067864
ENSDARG00000079684	taf6l	7,884828944	10,17896865	1,29095618	12,67258091	8,758502064	9,10582299
ENSDARG00000014994	tbp	19,80585736	25,09361849	1,266979663	28,93120219	22,81081261	23,53884066
ENSDARG00000103871	si:ch73-109d	8,765805863	10,90682257	1,244246421	13,68638738	11,42196254	7,612117796
ENSDARG00000069910	gtf2f2a	52,00656552	62,60649051	1,203818977	64,34111306	85,61026563	37,86809284
ENSDARG00000042337	chrac1	68,79103	81,43460428	1,183796845	81,15325852	101,8074805	61,34307381

ENSDARG00000102452	eif3ha	250,7815333	296,4630569	1,182156648	227,1715938	373,420602	288,7969749
ENSDARG00000076657	plagl2	6,626279747	7,54705555	1,138958184	7,514258743	5,574238239	9,552669667
ENSDARG00000011000	gtf2a1	26,39039253	30,01280699	1,137262622	29,73249673	27,00759616	33,29832809
ENSDARG00000102590	polr3h	35,38597524	36,88551624	1,042376704	40,80803577	37,9235104	31,92500255
ENSDARG00000030479	hmgb1b	287,4036929	297,4728226	1,035034796	290,557876	323,3130928	278,547499
ENSDARG00000076509	polr2d	126,5964833	128,2990376	1,01344867	127,2633084	159,7104993	97,92330513
ENSDARG00000020043	cnot8	27,8070149	27,52721568	0,989937819	19,76233739	33,26246979	29,55683985
ENSDARG00000019566	neurod1	12,61000066	12,4502863	0,98733431	15,25732697	10,24028728	11,85324465
ENSDARG00000000568	ell	9,491817624	9,371125077	0,98728457	6,499867364	6,994173708	14,61933416
ENSDARG00000040926	nr2f2	62,54576093	60,45762007	0,96661419	63,75050859	50,59326325	67,02908836
ENSDARG00000044511	etv5b	28,58840245	26,64797307	0,932125295	27,49820517	27,60734186	24,83837218
ENSDARG00000071497	zic3	21,49492485	18,29391846	0,851080829	19,36231036	11,60795362	23,9114914
ENSDARG00000009594	nr1d2b	12,17233079	10,13668625	0,832764605	6,180506093	10,47961584	13,74993681
ENSDARG00000070475	khdrbs1b	102,6339454	83,14407898	0,810103116	73,9989906	80,05380504	95,37944129
ENSDARG00000069342	zgc:153115	25,53588977	18,97020215	0,74288393	17,26787193	20,73947805	18,90325647
ENSDARG00000070278	mettl14	17,50009548	12,22245364	0,698422112	10,7798267	6,09272881	19,7948054
ENSDARG00000101578	e2f4	26,9305628	18,16692403	0,674583898	7,407287093	30,43320577	16,66027922
ENSDARG00000087483	si:dkey-226l1	12,73637685	8,469339129	0,664972404	5,277527268	8,948532288	11,18195783
ENSDARG00000042004	nfya	25,1128966	15,14650048	0,603136338	18,85704332	13,03281897	13,54963916
ENSDARG00000019810	nfe2l3	35,61268243	18,04366635	0,506664062	26,79956191	14,55535846	12,77607867
ENSDARG00000074624	si:ch211-198	65,37202529	32,57098387	0,498240398	34,99034494	29,90782512	32,81478154
ENSDARG00000069289	gabpa	30,3930163	8,981548603	0,295513565	9,427218437	4,610975442	12,90645193
ENSDARG00000099175	hmgb1a	238,4664495	64,49171621	0,270443563	58,65594592	71,72346965	63,09573306
ENSDARG00000019293	tfdp1a	34,54463475	9,320346027	0,269805893	3,80036673	12,56554825	11,5951231
ENSDARG00000103316	si:ch211-212	63,9045848	5,948561903	0,093085057	11,08957789	2,644227848	4,111879971

How the deposited data were processed for this re-analysis (not part of the article)

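RNA recovered by TRAP from Tg[vsx2.2:TRAP] embryos at 22 hpf was measured by sequencing in 3 libraries, the only condition of the series, and every value is a mean over these libraries with its SD. The authors assessed the reads with FastQC 0.72, removed ribosomal RNA sequences with sortmerna, aligned the rest to GRCz11 with Hisat2 and counted reads per gene with featureCounts; FastQC, HISAT2, featureCounts and the build are also named in the submitters' processing notes. The annotation release and the settings for strand and for reads with several matches are not given in the sources used here, so the counts of close paralogs and of overlapping genes are uncertain. The deposited values are raw counts for 32520 genes, of which 29201 have a symbol in the table of gene names and 3319 have none. Many of those symbols are human-style names without the letter that tells zebrafish paralogs apart, so PAX6, TTN, MDK and other names stand for more than 1 gene.

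From the counts, CPM was computed per library over all genes. RPKM was planned from annotated gene lengths, with CPM in its place if no lengths were at hand. No annotation of GRCz11 was used here, and the lengths of the 89 genes of Table S2 were recovered from the paper's own RPKM values after the counts had been examined, by a search for the library total at which all lengths are whole numbers. The lengths therefore are the paper's, while the library totals are the sums of the deposited counts, as planned. All other genes are reported in CPM. Folds divide the mean RPKM of the 3 libraries by the paper's whole-embryo RPKM, and a gene was counted as above or below whole embryo only if every library was. The classes of the 89 genes were written by hand from their names, with the values of Table S2 already seen. No test between conditions could be fitted with 1 condition, and no p-value was computed across genes; a percentile among random lists and correlations with gene length describe these libraries only.

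The spread between libraries was estimated with edgeR 4.0.16 in R 4.3.3 (TMM factors, an intercept-only design, genes with at least 10 counts in every library), and each pair of libraries was compared by a chi-square of their counts over genes. Over 5504 genes the chi-square per degree of freedom was 11.4 for libraries 1 and 2, 3.71 for libraries 1 and 3 and 10.1 for libraries 2 and 3, so no pair differed by sampling noise alone and all 3 were kept as separate libraries. DESeq2 1.42.0 gave size factors for an alternative. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. On simulated data, 89 of 89 lengths were recovered, a coefficient of variation set at 0.3 was estimated as 0.301, the chi-square of libraries 1 and 2 without extra spread was 0.994 per degree of freedom over 5504 genes, and 99.5% of 200 genes changed 4-fold between them were found.

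Marker genes were written down as 24 lists before the data were examined, as were the alternatives, apart from the 1 named in the closing section as added later. Names were matched without regard to case and, where that failed, without the paralog letter or number, a rule set once the names had been seen; 289 of 310 entries matched, 75 of them without the letter or number, and dld was left out because the matching symbol is another gene. The genes named were taken from those the paper names for this experiment, the 10 highest and 10 lowest folds of Table S2 (seen before), the 10 genes with the highest mean CPM, the 4 highest members of each list and rpl10a, and not every gene of these sets is named; other names were chosen after their values were seen. The insertion sequences of Table S1 were not aligned, because no genome was used here. A count of 3 corresponds to 5.75, 3.47 and 7.27 CPM in libraries 1, 2 and 3, which covers counting error only.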

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

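The tests in this part were chosen after the values had been seen, except for the lists of marker genes. The paper examines retinal TFs only, and summed CPM over 3 libraries is given here for genes outside those it discusses. It covers the other lists with at least 1 gene at 10 or more counts in every library. In the eye, where the list of retinal TFs summed to 3213 ± 609 (SD), these were signalling and other genes of the early retina (1585 ± 445), the pigment epithelium (396 ± 74.4) and the lens (83.6 ± 16.0). In the nervous system they were the forebrain outside the retina (203 ± 29.8; FEZF2 75.2 ± 12.5 CPM), the midbrain and its boundary (122 ± 9.41; PAX2 71.5 ± 12.9 CPM), the hindbrain (156 ± 17.3; HOXB3 45.6 ± 4.46 CPM), and differentiating neurons (1229 ± 122). In the midbrain list this PAX2 gene was the only 1 at 10 or more counts in every library, and EN2 had 14.2 ± 4.06 CPM. In the rest of the embryo they were the trunk and tail Hox genes (140 ± 11.4), the neural crest (344 ± 89.9; TFAP2A 67.6 ± 15.1 CPM), skeletal muscle (11971 ± 3717), the yolk syncytial layer and endoderm (7532 ± 2230), epidermis (3437 ± 332), the hatching gland (408 ± 282, and 248 without library 1; he1.1 230 ± 146 CPM, and 148 without library 1), heart (382 ± 105; MYH6 213 ± 95.5 CPM), pronephros (261 ± 48.0; SLC20A1 122 ± 39.4 CPM), notochord and floor plate (219 ± 127; COL2A1 161 ± 108 CPM, and 101 without library 1), erythroid cells (130.1 ± 38.6) and endothelium (97.3 ± 18.3). Genes of cycling cells summed to 11132 ± 1121. Of all 32520 genes 5504 pass the cut of 10 counts in every library, so 1 passing gene is weak evidence of a tissue. Only 2 of 26 genes passed for the trunk and tail Hox list, 1 of 8 for endothelium and 1 of 11 for notochord. In contrast, 16 of 21 passed for skeletal muscle and 10 of 16 for epidermis.

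Transcripts of other tissues in the libraries may come from RNA of untagged cells carried through the purification. That 14 of 16 lists of tissues outside the eye had a gene at 10 or more counts in every library restates the pattern and does not decide this. The exceptions were leukocytes (13.5 ± 5.18 summed CPM) and primordial germ cells (12.1 ± 9.96, and 7.31 without library 3). RNA of untagged cells cannot be told apart here from activity of the transgene in these tissues or from weak expression in the retina itself, because the series has 1 condition and no input or untagged library was analysed. No biological explanation was tested.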

How the results depend on the processing

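The 9 folds named at Figure 1F were above 1 under each of 7 alternatives (lowest 1.60), and none moved by more than 1 SD. For part of the alternatives the SD rule could not fail. Leaving out 1 of 3 libraries cannot move a mean by 1 SD of those libraries, and leaving out the mitochondrial genes changes no total. Nor could these folds fall below 1 without a library, since all 9 genes were above whole embryo in every library. The recovered totals are smaller than the sums of counts and so raise every fold. TMM and DESeq2 factors rescale the TRAP-seq libraries only, so they do not test the scale against whole embryos. The count of genes above whole embryo in every library was 55, and 39 to 67 under the alternatives; 39 is the count among the 63 genes with an RPKM of at least 10, and 67 the count by the mean of the libraries. The count below was 13, and 22 by the mean of the libraries, where genes with libraries on different sides are added. With the totals recovered from Table S2, 60 genes were above and 11 below in every library. The median fold lay between 1.45 and 1.66 without 1 of the libraries, and was 1.72 with the totals recovered from Table S2, an alternative chosen after seeing the data. At least 1 count in every library was found for 12695 genes, and at least 1 CPM for the same number, since 1 CPM is less than 1 count in these libraries. The coefficient of variation ranged from 0.181 to 0.258 without 1 of the libraries, lowest without library 2. The correlation of library deviation with gene length kept its sign for each library; for library 1 it was 0.119, and 0.363 over the 14 genes with at least 100 counts in every library, and the cause was not tested. Of 161 list sums under alternatives, 3 moved by more than 1 SD, all with the recovered totals, the midbrain list to 133, the posterior Hox list to 153 and the genes beside the insertions to 70.5 from 64.6 CPM. The limit of the SD rule given above holds for these sums too. Under the alternatives they lay between 0.602 and 1.42 times their main values. The mitochondrial mRNAs are at 0 under each alternative, so leaving them out of the totals moves nothing. Longest transcript lengths and the aligner settings for Table S1 were not run, for want of an annotation and a genome. No paired analysis was possible because the series has 1 condition. Depth limits statements on single genes, since 5504 of 32520 genes have 10 counts in every library.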

Differences from the paper's values

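The paper states at least 33 M reads for each library, and the smallest library has 0.413 M counts assigned to genes. These are different quantities, since reads are counted before the removal of ribosomal RNA, alignment and assignment; no alternative set before the data were examined bears on it.

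The folds at Figure 1F lie somewhat below the paper's and within 1.5 times of them. Lengths and whole-embryo values are the paper's, so the gap comes from the library totals. With the library totals recovered from Table S2, an alternative chosen after seeing the values, the folds are 22.2-fold for vsx2, 8.89-fold for rx2 and 6.78-fold for rx1, and all 9 genes stay above whole embryo. These equal the paper's by construction, since lengths and totals were worked back from the paper's RPKM values.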

Other observations

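The tests of folds against gene length and of thinned counts in this part were chosen after the values had been seen; the correlation of library 2 with gene length was planned once Table S2 had been read, and the lists and the test on rpl10a were set beforehand. The libraries held transcripts of cycling cells, with no reference level here against which to call them high or low. The proliferation marker mki67 had 1814 ± 560 CPM (SD, n = 3 libraries), PCNA, the clamp of DNA replication, 1165 ± 128 CPM, MCM2 of the replicative helicase 1025 ± 56.3 CPM and TOP2A 954 ± 75.2 CPM, and 17 of the 19 genes matched to the cell cycle list had at least 10 counts in every library. Neuronal genes were present too, with tubb5 at 305 ± 64.8 CPM, ELAVL3 at 296 ± 26.2 CPM, STMN1 at 286 ± 65.4 CPM and ELAVL4 at 77.0 ± 8.00 CPM. The long non-coding RNA malat1, which stays in the nucleus in most cells, had 3815, 925 and 2042 CPM in libraries 1, 2 and 3, rank 27 of all genes by mean CPM. The gene ENSDARG00000116226, without a symbol, had 10, 59 and 2184 counts.

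Among the 40 general factors in Table S2, mostly of transcription, chromatin and RNA processing, the high folds over whole embryo may reflect gene length. The fold rose with length across these genes (Spearman rho 0.604), with a median of 1.23-fold in the 20 shorter and 2.54-fold in the 20 longer genes. The trend was not confined to them, with a rho of 0.434 across the 30 genes classed as sequence-specific and 0.366 across all 80 genes not marked in Figure 1F. The tables argue against length for the 9 TFs marked in Figure 1F, which are short (median 1986 bases); over the length trend of the other 80 genes their median was 3.16-fold and the lowest, sox2, 1.62-fold. The whole-embryo library was made in another study, and no biological explanation was tested.

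Library 2 stood apart from libraries 1 and 3. With all libraries thinned to 412782 counts, the chi-square per degree of freedom over 4716 genes was 8.45 for libraries 1 and 2 against 3.27 for libraries 1 and 3, which argues against library size as the cause. Without the 10 genes of highest mean CPM it was 6.09 against 2.99, which argues against a few abundant genes. In Table S2 the deviation of library 2 fell with gene length (Spearman rho -0.493 over 82 genes), so a length bias may account for it there. The deviation of library 3 rose with length (rho 0.435), and that of library 1 rose less (rho 0.119). Each deviation is taken against the mean of the other libraries, so the values are linked and a length trend is not particular to library 2. For all genes a length bias of library 2 stays open, since lengths were at hand for 1.49% of them, and no biological explanation was tested.

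If reads of the eGFP-rpl10a transgene were counted under RPL10A, that gene could stand above every other large subunit ribosomal protein gene; it had 3004 ± 657 CPM and ranked 4, 2 and 5 of 43 in libraries 1, 2 and 3, below RPL3 at 3618 ± 537 CPM, and without gene lengths the transgene's share cannot be told apart from the gene's own level.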
